# Cardiac Per2 Functions as Novel Link between Fatty Acid Metabolism and Myocardial Inflammation during Ischemia and Reperfusion Injury of the Heart

**DOI:** 10.1371/journal.pone.0071493

**Published:** 2013-08-20

**Authors:** Stephanie Bonney, Doug Kominsky, Kelley Brodsky, Holger Eltzschig, Lori Walker, Tobias Eckle

## Abstract

Disruption of peripheral circadian rhyme pathways dominantly leads to metabolic disorders. Studies on circadian rhythm proteins in the heart indicated a role for Clock or Per2 in cardiac metabolism. In contrast to *Clock^−/−^*, *Per2^−/−^* mice have larger infarct sizes with deficient lactate production during myocardial ischemia. To test the hypothesis that cardiac Per2 represents an important regulator of cardiac metabolism during myocardial ischemia, we measured lactate during reperfusion in *Per1^−/−^, Per2^−/−^* or wildtype mice. As lactate measurements in whole blood indicated an exclusive role of Per2 in controlling lactate production during myocardial ischemia, we next performed gene array studies using various ischemia-reperfusion protocols comparing wildtype and *Per2^−/−^* mice. Surprisingly, high-throughput gene array analysis revealed dominantly lipid metabolism as the differentially regulated pathway in wildtype mice when compared to *Per2^−/−^*. In all ischemia-reperfusion protocols used, the enzyme enoyl-CoA hydratase, which is essential in fatty acid beta-oxidation, was regulated in wildtype animals only. Studies using nuclear magnet resonance imaging (NMRI) confirmed altered fatty acid populations with higher mono-unsaturated fatty acid levels in hearts from *Per2^−/−^* mice. Unexpectedly, studies on gene regulation during reperfusion revealed solely pro inflammatory genes as differentially regulated ‘Per2-genes’. Subsequent studies on inflammatory markers showed increasing IL-6 or TNFα levels during reperfusion in *Per2^−/−^* mice. In summary, these studies reveal an important role of cardiac Per2 for fatty acid metabolism and inflammation during myocardial ischemia and reperfusion, respectively.

## Introduction

Epidemiological studies have shown that shift or nighttime workers have a higher incidence of cardiovascular disease [1]–[7]. Because blood pressure [8], heart rate [9], endothelial function [10], and the onset of myocardial infarction and stroke [10], [11] have distinct circadian patterns, it has been suggested that disruption of circadian rhythms may contribute to cardiovascular disease [12]. The primary control of the circadian clock is located in the hypothalamic suprachiasmatic nuclei (SCN), which are used to synchronize peripheral clocks in organs and tissues [13], [14]. This synchronization is accomplished through a series of tightly regulated circadian genes such as Clock, Brain and muscle Arnt-like protein-1 (Bmal1)[15], Neuronal PAS domain protein 2 (Npas2), Cryptochrome (Cry1/2), and Period (Per1/2). Mutations in or knockout of these circadian genes lead to diverse pathophysiological disorders, including metabolic syndrome, obesity [16], premature aging [17], and abnormal sleep cycle [18]. Interestingly, the circadian clock in metabolism is one of the most studied areas in the field, outside of the central clock [19]. For example, *Bmal1^−/−^* and *Clock^−/−^* mice are diabetic [20]. *Clock^−/−^* mice display a metabolic syndrome [16] and *Cry1^−/−^* mice develop hypertension [21]. Cardiomyocyte-specific circadian Clock mutant (CCM) mice reveal Clock as the direct regulator of triglyceride metabolism in the heart [22] and an adipocyte-specific deletion of Arntl in mice results in obesity [23], which is associated with a reduced number of polyunsaturated fatty acids in adipocyte triglycerides. Recent studies implicated Per2 in the regulation of fatty acid metabolism with increased oxygen consumption in *Per2^−/−^* mice [24]. Our group found impaired glycolysis during myocardial ischemia and severe depletion of glycogen storages leading to dramatically increased infarct sizes in *Per2^−/−^* mice [25]. Based on these findings we hypothesized an important role of Per2 in regulating cardiac metabolism. To gain insight into innate cardiac Per2 mediated adaptive mechanisms during myocardial ischemia we performed a detailed microarray analysis using different ischemia and reperfusion protocols. Here, we found a novel role of Per2 in controlling fatty acid metabolism and inflammation during ischemia and reperfusion, respectively.

## Materials and Methods

### Mouse Experiments

Experimental protocols were approved by the Institutional Review Board (IRB) at the University of Colorado Denver, USA. They were in accordance with the NIH guidelines for use of live animals. Before experiments, mice were housed for at least 4 weeks in a 14/10-h light-dark cycle to synchronize (entrain) the circadian clock of WT mice to the ambient light-dark cycle. We conducted all mouse experiments at same time points (ZT 0). To eliminate gender or age-related variations, we used 12- to 16-week-old male mice.

### *Per2^−/−^* mice

*Per2^−/−^* mice were obtained from the Jackson Laboratories [26]. Characterization and validation was performed as described previously. Dr. Cheng-Chi Lee kindly provided the *Per1^−/−^* mice [27]. Homozygous mutant mice are morphologically indistinguishable from their wild-type littermates and both males and females are fertile.

### Murine Model for cardiac ischemia

Anesthesia was induced (70 mg/kg body weight i.p.) and maintained (10 mg/kg/h) with sodium pentobarbital. Mice were placed on a temperature-controlled heated table (RT, Effenberg, Munich, Germany) with a rectal thermometer probe attached to a thermal feedback controller to maintain body temperature at 37°C. The tracheal tube was connected to a mechanical ventilator (Servo 900C, Siemens, Germany) with pediatric tubing and the animals were ventilated with a pressure controlled ventilation mode (peak inspiratory pressure of 10 mbar, frequency 110 breaths/min, positive end-expiratory pressure of 3 mbar, FiO_2_  = 0.3). Blood gas analysis revealed normal paO_2_ (115±15 mmHg) and paCO_2_ (38±6 mmHg) levels with our ventilator regime. After induction of anesthesia, animals were monitored with a surface electrocardiogram (ECG, Hewlett Packard, Böblingen, Germany). Fluid replacement was performed with normal saline, 0.2 ml/h i.v. The carotid artery was catheterized for continuous recording of blood pressure with a statham element (WK 280, WKK, Kaltbrunn, Switzerland). Operations were performed under an upright dissecting microscope (Olympus SZX12). Following left anterior thoracotomy, exposure of the heart and dissection of the pericardium, the left coronary artery (LCA) was visually identified and an 8.0 nylon suture (Prolene, Ethicon, Norderstedt, Germany) was placed around the vessel. Atraumatic LCA occlusion for ischemia or IP studies was performed using a hanging weight system [28]–[32]. Successful LCA occlusion was confirmed by an immediate color change of the vessel from light red to dark violet, and of the myocardium supplied by the vessel from bright red to white, as well as the immediate occurrence of ST-elevations in the ECG. During reperfusion, the changes of color immediately disappeared when the hanging weights were lifted and the LCA was perfused again [33]–[35].

### Lactate measurements and blood gas analysis

To determine lactate from whole blood samples, arterial blood was obtained via cardiac puncture and samples were analyzed immediately after collection with the I-STAT Analyzer (Abbott) [36].

### Microarray analysis

Ischemia (30 minutes, I30), ischemic preconditioning (IP0, 4 cycles of 5 min ischemia and 5 min reperfusion) and ischemia with reperfusion (30 min ischemia and 60 minutes reperfusion, I30R60) was performed in C57BL6 (The Jackson Laboratory) and *Per2^−/−^* mice. Heart tissue was snap-frozen with clamps pre-cooled to the temperature of liquid nitrogen. Total RNA was isolated from preconditioned heart tissue with the RNeasy micro kit (Qiagen, Valencia, CA) using Qiagen on-column DNase treatment to remove any contaminating genomic DNA. The integrity of RNA was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies) and RNA concentration was determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop, Rockland, DE). Biotinylated cRNA were prepared according to the standard Affymetrix protocol from 150ng total RNA (Expression Analysis Technical Manual, 2001, Affymetrix). Following fragmentation, 10 µg of cRNA were hybridized for 16 h at 45 C on GeneChip Mouse Gene 1.1 ST Array Plate. GeneChips were washed and stained in a GeneTitan® Multi-Channel (MC) Instrument. Each array was subjected to visual inspection for gross abnormalities. Several other QC metrics were used to monitor hybridization efficiency and RNA integrity over the entire processing procedure. Raw image files were processed using Affymetrix GCOS 1.3 software to calculate individual probe cell intensity data and generate CEL data files. Using GCOS and the MAS 5.0 algorithm, intensity data was normalized per chip to a target intensity TGT value of 500 and expression data and present/absent calls for individual probe sets calculated. Quality control was performed by examining raw DAT image files for anomalies, confirming each thtat GeneChip array had a background value less than 100, monitoring that the percentage present calls was appropriate for the cell type, and inspecting the poly (A) spike in controls, housekeeping genes, and hybridization controls to confirm labeling and hybridization consistency. For each array, CEL files were imported into *Partek Genomic Suite software 6.6* (Partek), and data were normalized using the RMA (Robust Multichip Averaging) algorithm. According to our experimental setup the arrays were normalized, grouped and analyzed for differentially expressed transcripts based on different statistical tests. Using the “*Ingenuity Pathway Analysis*” we were able to identify biological mechanisms, pathways and functions most relevant to our experimental dataset. The array data has been deposited at Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (NCBI) GEO, accession number GSE45818, and is accessible through the following online link: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=vdmvhysewqueudg&acc=GSE45818.

### Metabolic NMR

In order to determine fatty acid populations, *Per2^−/−^* mice or littermate controls matched in age, weight and gender were exposed to 30 min of in situ myocardial ischemia. With a loop suture in place, whole hearts were snap-frozen with clamps pre-cooled to the temperature of liquid nitrogen. *Extraction Protocols for Metabolic NMR.* Collected frozen heart specimens were homogenated in ice-cold 8% perchloric acid (PCA) as described previously. Briefly, after centrifugation, the supernatants (containing hydrophilic metabolites) were collected and pH was adjusted to pH = 7 using KOH. The potassium perchlorate was removed by centrifugation, and the hydrophilic fraction was lyophilized overnight. The tissue pellets (after the first centrifugation), which contained the lipophilic metabolites, were re-dissolved in water and pH was adjusted (7.0). The lipophilic fraction was lyophilized overnight. The dried hydrophilic tissue extracts were re-dissolved in 0.5 mL of deuterium oxide (D2O), transferred into 5-mm NMR tubes and used for 1H- and 31P-NMR analysis. The tissue lipid extracts were re-dissolved in 1.2 mL of deuterated chloroform/deuterated methanol mixture (2:1 vol/vol) [37]. *NMR Analysis on Tissue Extracts*. All 1H-NMR spectra were obtained at the Bruker 500 MHz DRX NMR spectrometer using an inverse Bruker 5-mm TXI probe. All spectra were Fourier transformed and lactate (Lac3, CH3) was used as an internal chemical reference (1.32 ppm). For metabolite quantification, one dimensional 1H-NMR spectra were obtained from each sample, with a standard water pre-saturation pulse program “zgpr”. A thin sealed glass capillary, containing TSP, was placed in each 5-m m tube prior to 1H-NMR experiments. The total number of acquisitions varied from 40 to 128. Conventional 1H acquisition parameters were: power level pl1 = 20dB; power angle p1 = 6.3 sec (90 degree pulse); power level for water pre-saturation pl9 = 77 dB; water suppression at O1P = 4.76 ppm; spectral width SW = 5000 MHz; and the pulse delay of 12.75 s (calculated as 5*T1) was applied between acquisitions for fully relaxed 1H-NMR spectra. The TSP from reference capillary served as a chemical shift (0 ppm) and proton metabolite concentration reference.

Before 31P-NMR analysis, 100 mmol/L EDTA was added to the tissue extracts to complex divalent cations. All 31P-NMR spectra (with proton decoupling) on cell extracts were obtained at the Bruker 300 MHz Avance NMR spectrometer using a Bruker QNP probe. The total number of scans was 12,000 per extract. A thin capillary glass containing 2.3 mmol/L methyl-diphosphoric acid (MDPA) was placed in each 5-mm NMR tube and serve as a chemical shift (18.6 ppm) and phosphor metabolite concentration reference. To calculate an absolute monounsaturated fatty acid (MUFA) concentration, the concentration of polyunsaturated fatty acids, triacylglycerides and glycerides are subtracted from the total for this peak.

### ELISA (IL-6, TNF-α) from heart tissue

The snap-frozen hearts were thawed, weighed, transferred to different tubes on ice containing 1 ml of Tissue Protein Extraction Reagent (T-PER; Pierce Biotechnology). Tissues were homogenized at 4°C. Homogenates were centrifuged at 9,000 g for 10 min at 4°C. Supernatants were transferred to clean microcentrifuge tubes, frozen on dry ice, and thawed on ice. Total protein concentrations in the tissue homogenates were determined using a bicinchoninic acid kit (Pierce Biotechnology). IL-6 (R&D Systems) or, TNF-α (R&D Systems) tissue concentrations were evaluated using a mouse ELISA kit according to the user's manual.

### Data analysis

Data were compared by two-factor ANOVA with Bonferroni's post-hoc test, or by Student's t-test where appropriate. Values are expressed as mean (SD) from 3 animals per condition. The chosen numbers of animals per group was based on findings in previous studies and a subsequent samples size analysis. The studies are designed to be able to reject the null hypothesis that the population means of the experimental and control groups are equal with probability (power) 0.8. The Type I error probability associated with this test of this null hypothesis is 0.05. *P*<0.05 was considered statistically significant. For all statistical analysis, GraphPad Prism 5.0 software for Windows was used. The authors had full access to and take full responsibility for the integrity of the data. All authors have read and agree to the manuscript as written.

## Results

### Per2 but not Per1 dependent lactate production during myocardial ischemia

Recent studies found a lack of lactate production in *Per2^−/−^* mice during myocardial ischemia, which was associated with larger infarct sizes after 60 minutes of ischemia. In these studies, lactate levels were determined after the infusion of labeled glucose using mass spectrometry in tandem with high-performance liquid chromatography [25]. Here we thought to confirm these findings using a clinically relevant and more convenient device. As lactate levels rise in the circulation immediately after the onset of reperfusion, we determined lactate levels in whole blood samples using the I-STAT [36]. After 60 minutes of ischemia and indicated time-periods of reperfusion (**Figure** **1A** **)**, we collected whole blood samples by left ventricular puncture. As shown in **Figure** **1B**, wildtype animals reached lactate levels of 4.85 mmol/L (SD0.8) after 5 minutes of reperfusion. Although recent studies analyzed infarct sizes *in Per1^−/−^* mice [25], indicating that the observed cardiac phenotype in *Per2^−/−^* was indeed Per2 specific, no lactate levels were determined in *Per1^−/−^*. Therefore, we next determined lactate levels in *Per1^−/−^* mice to evaluate a potential role of Per1 for cardiac carbohydrate metabolism. This showed similar lactate levels in *Per1^−/−^* as in wildtype mice (4.7 mmol/L (SD2.7)). However, following studies in *Per2^−/−^*, there was no increase in lactate levels when compared to wildtype or *Per1^−/−^* mice (**Figure** **1B**, 1.34 mmol/L (SD0.4), *P* = 0.0025 over wildtype, n = 3). Interestingly, while wildtype animals metabolized lactate to baseline levels within 30 minutes of reperfusion, *Per2^−/−^* started lactate production, which led to significantly higher levels after 60 minutes of reperfusion (**Figure** **1C** **,** wildtype: 2.3 mmol/L (SD0.8) vs. *Per2^−/−^*:5.04 mmol/L (SD0.7), * *P*<0.001, n = 3). Taken together, these data confirm a dominant role of Per2 for lactate production during myocardial ischemia and suppose different roles for Per2 during ischemia or reperfusion.

**Figure 1:**
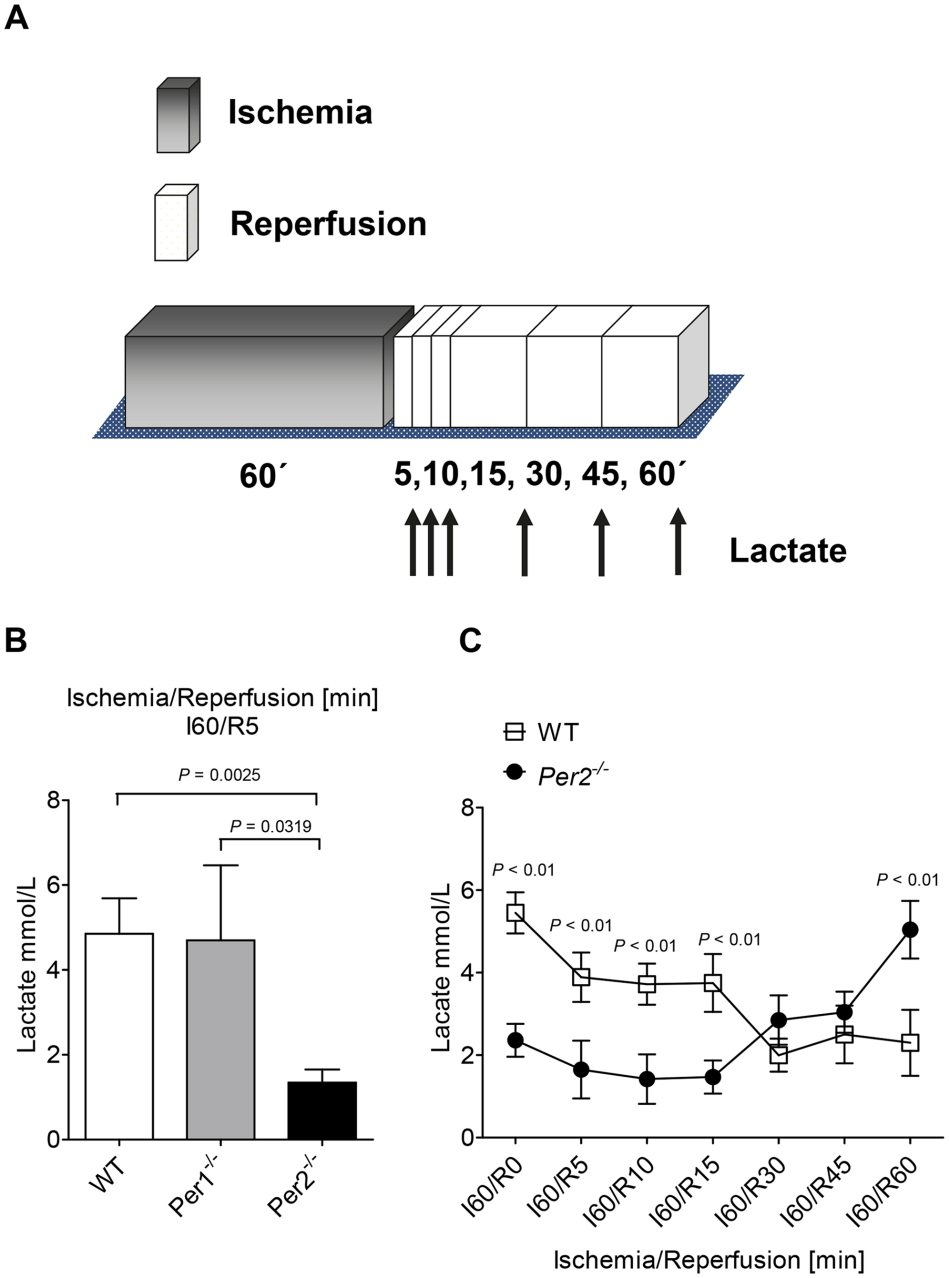
Lactate measurements from whole blood in wildtype, *Per1* *^−^* ^*/−*^ and *Per2* *^−^* ^*/−*^ mice. (**A**) Murine model of in situ myocardial ischemia and reperfusion. After 60 minutes of ischemia and indicated time points of reperfusion whole blood samples were obtained by left ventricular puncture. (**B**) Lactate measurements in wildtype (WT), Period 1 deficient (*Per1^−/−^*) and Period 2 deficient (*Per2^−/−^*) mice after 60 minutes of ischemia and 5 minutes of reperfusion. (C) Time course of lactate levels in whole blood after 60 minutes of ischemia and indicated time points of reperfusion (0, 5, 10, 15, 30, 45 and 60 minutes) in wildtype and *Per2^−/−^* mice; n = 3 mice in all groups.

### High throughput gene array analysis from *Per2^−/−^* and wildtype hearts

After confirming a dominant role for Per2 in regulating lactate metabolism during myocardial ischemia or reperfusion, we next pursued studies on Per2 dependent gene expression during myocardial ischemia or reperfusion to understand its impact on cardiac metabolism. We designed different ischemia and reperfusion protocols and performed high-throughput expression profiling of 24 samples at a time using an industry-standard whole mouse gene array (Affymetrix, Mouse Gene 1.1 ST 24-Array, **Figure** **2A**). 

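Each array carried RNA from the left ventricle of 1 mouse, with 3 wildtype and 3 *Per2-/-* hearts in each of 4 treatments. Sham-operated hearts were the controls. I30 hearts had 30 minutes of ischemia and no reperfusion, IP0 hearts had 4 cycles of 5 minutes of ischemia and 5 minutes of reperfusion, and I30R60 hearts had 30 minutes of ischemia and 60 minutes of reperfusion. The deposited values are log2 intensities that the authors normalized by RMA in Partek Genomics Suite. They cover 21218 probe sets paired with 1 gene symbol, 1881 paired with several symbols, and 12456 that the pairing of probe sets and genes does not list. The tests covered 18820 genes, and for the 1386 genes with more than 1 probe set the one with the highest mean over the 24 arrays was used. Each treatment was compared with the sham hearts of the same genotype in a limma model of all 24 arrays, and p values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called changed at an adjusted p under 0.05. The difference between the genotypes in the response to a treatment was tested as an interaction in the same model. Lists of genes fixed before the data were examined were tested with camera, which asks whether a list's genes moved more than the other genes, at a preset correlation of 0.01 between genes. The median standard deviation between hearts of a group was 0.172 log2 units, and the median standard error of a comparison with sham hearts was 0.137. In simulated data with this spread, the test recovered 84% of 2-fold changes and 40% of 1.5-fold changes against sham hearts, and 64% of 2-fold interactions. The number of arrays limits this precision.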

To understand differential gene regulation during different conditions we performed 1) 30 minutes of ischemia without reperfusion (**Figure** **2A** **,** **1**), 2) ischemic preconditioning (IP, 4×5 minutes ischemia and reperfusion, **Figure** **2A, 2**), as a known cardioprotective mechanism, and 3) 30 minutes of ischemia followed by 60 minutes of reperfusion (**Figure** **2A** **,** **3**). As a control group sham operated hearts from wildtype or *Per2^−/−^* mice were used. Based on three arrays for each of these four conditions using two mouse strains, the total number of arrays was 24, which we analyzed at the same time on a multi plate array to avoid inter-array variations. Quality analysis using *Partek Genomics Suite 6.6* revealed high confidence in the quality of the microarray data and all samples met ‘Quality Assurance/Quality Control’ (QA/QC) criteria. 

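The left ventricular samples had nearly equal values of the heart muscle transcripts Tnni3 and Ttn. Tnni3, which encodes cardiac troponin I, had log2 values of 13.05 to 13.28 over the 24 arrays, and Ttn, which encodes titin, had values of 11.72 to 11.97. Transcripts of atrial muscle were uneven. Myl7, the atrial regulatory myosin light chain, had a log2 value of 11.21 in *Per2-/-* sham replicate 3, 9.12 in *Per2-/-* IP0 replicate 3, 8.24 in wildtype sham replicate 1 and 5.22 in wildtype sham replicate 2, and it lay between 2.79 and 3.73 in the other 20 arrays. Myl4, the atrial essential light chain, had values of 12.72, 11.24, 10.73 and 7.88 in the same 4 arrays and 6.27 to 7.06 in the others. Over all probe sets, the interquartile range of log2 values was 3.76 to 3.87 in wildtype I30 hearts, 3.85 to 3.98 in *Per2-/-* I30 hearts and 3.96 to 4.11 in the hearts of the other groups. The lowest correlation between 2 arrays of the same group was 0.981.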

As shown in **Figure** **2B**, box plots for each of the samples with the intensity of the probes graphed on the X-axis revealed the same distribution pattern indicating that there were no outliers in the data set. Next, we asked if similar samples resembled each other. Therefore, we performed a ‘Principal Components Analysis’ (PCA) as shown in **Figure** **3**. In the scatter plots, each point represents a chip (sample) and corresponds to a row on the top-level spreadsheet. The color of the dot represents the type of the sample. Points that are close together within the plots have similar intensity values across the probesets on the whole chip (genome), and points that are far apart within the plots are dissimilar. As seen in **Figure** **3A**, there was no clear separation between *Per2^−/−^* and wildtype samples just based on the genotype. However, if we clustered samples by different treatment conditions, data appeared clearly separated (**Figure** **3B and C**). 

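Of the genes tested, 27 were higher and 23 were lower in *Per2-/-* sham hearts than in wildtype sham hearts. Lgr6, a receptor for R-spondins, was lower by a log2 value of 2.60 (standard error 0.19, adjusted p = 1.94e-07). Rcan2, a regulator of calcineurin, was lower by 3.66 (standard error 0.43, adjusted p = 0.000152), and Bcl2l13, a protein of the outer mitochondrial membrane, by 1.24 (standard error 0.09, adjusted p = 1.44e-07). Edn3, which encodes endothelin 3, was higher by 1.72 (standard error 0.24, adjusted p = 0.00136) and Wdfy1 by 1.28 (standard error 0.15, adjusted p = 0.000135). These 5 genes belong to 11 genes that differed in the same direction in all 4 treatments. Of the 50 genes, 13 lie on the chromosome that carries Per2, which is 26% of them against 5.65% of all genes tested. The Per2 probe set itself had a log2 value of 5.79 ± 0.41 (SD, n = 3) in wildtype and 5.66 ± 0.03 (SD, n = 3) in *Per2-/-* sham hearts, a difference of -0.13 (standard error 0.27, adjusted p = 0.966). After I30 the difference was -1.12 (standard error 0.27, adjusted p = 0.0643), with every *Per2-/-* heart below every wildtype heart, after IP0 0.37 (standard error 0.27, adjusted p = 0.948) and after I30R60 -0.31 (standard error 0.27, adjusted p = 0.813). The difference after I30 passed the test without wildtype I30 replicate 3 (-1.28, adjusted p = 0.0466). Over all probe sets, genotype accounted for 5.36% of the variance, against a mean of 3.81% when the genotype labels were permuted (permutation p = 0.00051, 100000 permutations). It accounted for 0.41% of the first principal component. Of 17 target genes of the fatty acid receptor PPAR-alpha, none was higher and 2 were lower in *Per2-/-* sham hearts (9 lower when adjusted over the list alone), with a median of -0.34. camera gave an adjusted p of 3.26e-10 for this list (adjusted p = 0.0803 with an estimated correlation). The count of 50 genes fell to 25, 17, 20 and 21 without *Per2-/-* sham replicate 1 or 2 or wildtype sham replicate 1 or 3. Leaving out the 4 arrays with high Myl7, a set chosen after the data were seen, leaves 1 wildtype sham array. That lowers precision by itself, so it cannot show what atrial tissue adds to this count.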

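Atf3, a transcription factor induced by many kinds of stress, had a log2 value of 7.40 ± 0.57 in wildtype sham hearts, 9.20 ± 0.58 after I30, 10.66 ± 0.35 after IP0 and 11.65 ± 0.10 after I30R60 (SD, n = 3 each). In *Per2-/-* hearts Atf3 had values of 8.29 ± 0.24, 9.01 ± 0.28, 10.56 ± 0.22 and 11.64 ± 0.38 in the same order. Treatment accounted for 23.7% of the variance of all probe sets, against a mean of 12.9% under permuted labels (permutation p = 1e-05, the smallest that 100000 permutations can give). The first 3 principal components held 10.7%, 8.97% and 7.36% of the variance, 27.0% in all, which matches the percentages printed in Figure 3. On the first component, 89.8% of the variance lay between treatments. Wildtype I30 hearts had a mean score of 117.6 ± 11.8 and *Per2-/-* I30 hearts of 66.2 ± 30.3, against -3.9 ± 18.1 and 8.9 ± 11.7 in the sham hearts (SD, n = 3 each). I30 arrays also had narrow distributions. *Per2-/-* I30 replicates 1, 2 and 3 had interquartile ranges of 3.98, 3.89 and 3.85 and scores of 31.2, 84.8 and 82.6. *Per2-/-* I30R60 replicate 1, with a range of 3.96, had a score of -58.4. Whether the width of the distributions adds to the difference between the genotypes on this component was not tested. On the second component, the I30R60 hearts had mean scores of 45.8 ± 30.1 in wildtype and 92.5 ± 37.4 in *Per2-/-* mice. Each treatment split the arrays from the sham arrays of its genotype more than any other of the 10 splits of 3 against 3 (exact p = 0.1, the smallest that this design allows), except I30 in *Per2-/-* hearts (exact p = 0.2).

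**Figure D1:**
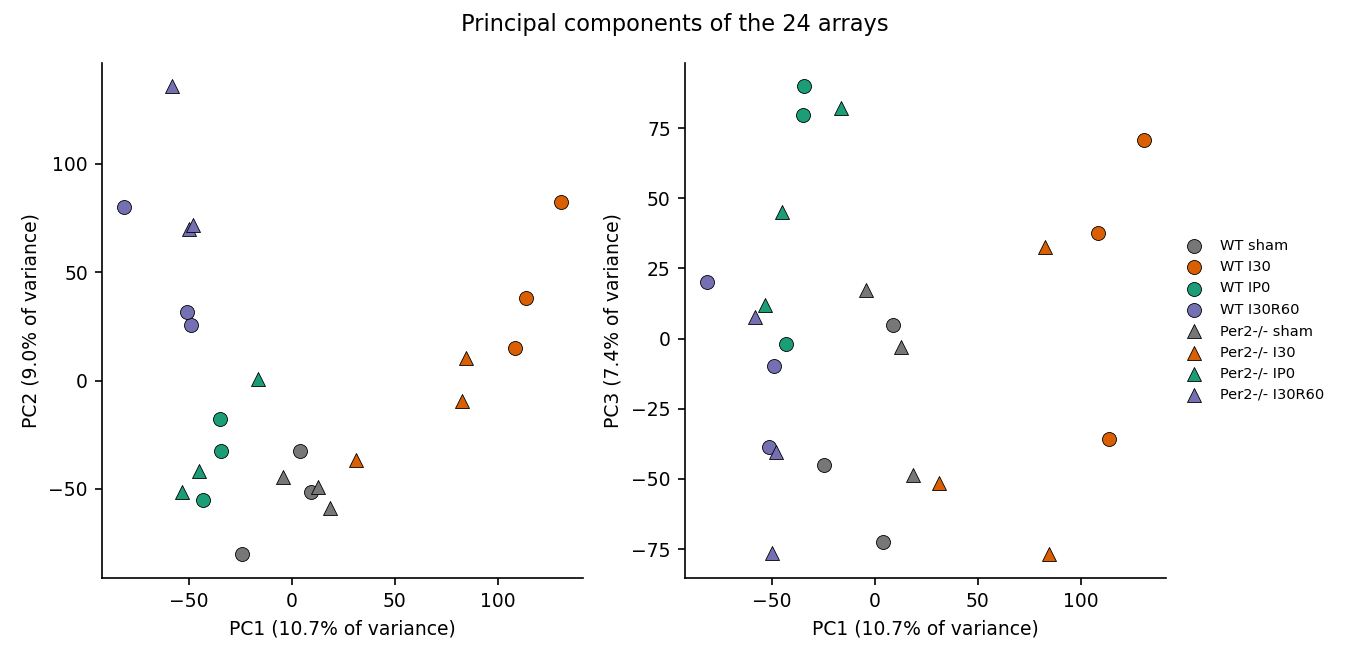
Scores of the 24 arrays on components 1 and 2 (left) and on components 1 and 3 (right), with the share of variance on each axis. Colours give the treatment, circles are wildtype hearts and triangles are *Per2-/-* hearts. The wildtype I30 hearts, with a mean score of 117.6, lie at the right end of the first component.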

As also seen in **Figure** **3B and 3C**, data became not only separated by treatment but also within treatment groups, revealing a separation of *Per2^−/−^* and wildtype samples (**Figure** **3C**). 

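Between the genotypes, 125 genes differed after I30, 15 after IP0 and 33 after I30R60. Rcan2, Lgr6 and Nnt are among the genes called in the same direction in all 4 treatments, a choice that fixes their direction, and are given for the size of the difference. Rcan2 was lower in *Per2-/-* hearts by a log2 value of 3.46 after I30 (standard error 0.43, adjusted p = 0.000321), by 2.56 after IP0 (standard error 0.43, adjusted p = 0.017) and by 3.84 after I30R60 (standard error 0.43, adjusted p = 0.0001). Lgr6 was lower by 2.61, 2.22 and 2.68 in the same order, with adjusted p values of 2.03e-07, 1.58e-06 and 2.27e-07. Nnt, the mitochondrial nicotinamide nucleotide transhydrogenase, was higher by 1.05, 1.00 and 0.91, with adjusted p values of 2.03e-07, 1.41e-06 and 2.08e-06. Nnt was picked out after its values were seen. Over all probe sets, the genotypes differed more than in any other split of the 6 arrays in sham, I30 and I30R60 hearts (exact p = 0.1 in each, the smallest that 3 arrays against 3 allow). Among IP0 hearts, 5 of the 10 splits gave a share of variance as large (exact p = 0.5). The interaction of genotype and treatment accounted for 11.6% of the variance, against a mean of 11.4% under permuted labels (permutation p = 0.358). Permuting genotype labels can carry the genotype difference into the interaction, so this p does not settle whether the interaction exceeds chance. With each array left out in turn, the counts ranged from 43 (without wildtype I30 replicate 1) to 160 (without wildtype I30 replicate 3) after I30, from 6 (without *Per2-/-* IP0 replicate 3) to 14 after IP0 and from 9 (without wildtype I30R60 replicate 3) to 33 after I30R60.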

Being certain of the high quality of the array data, we next performed analysis of differentially regulated genes between wildtype and *Per2^−/−^*animals. As seen in **Table** **1** **,** ischemia without reperfusion (I30), ischemic preconditioning (IP0) or ischemia with reperfusion (I30R60), revealed 26, 31 or 52 differentially regulated genes in wildtype animals, respectively. 

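In wildtype hearts, each treatment raised Atf3, by a log2 value of 1.80 (standard error 0.28, adjusted p = 0.00556) after I30, 3.26 (standard error 0.28, adjusted p = 3.07e-06) after IP0 and 4.25 (standard error 0.28, adjusted p = 2.52e-08) after I30R60. After I30, the receptor tyrosine kinase Ror1 rose by 1.13 (standard error 0.16, adjusted p = 0.00214) and the microRNA gene Mir24-1 fell by 1.92 (standard error 0.28, adjusted p = 0.0033). Other called genes changed more in each direction, such as Scgb1a1 with 3.05 and Mir27b with -2.085. After IP0, the deubiquitinase Otud1 rose by 2.85 (standard error 0.25, adjusted p = 3.07e-06), Mir1a-2, a gene of the muscle microRNA miR-1, by 2.31 (standard error 0.20, adjusted p = 3.07e-06) and the AP-1 subunit Jun by 1.91 (standard error 0.18, adjusted p = 4.94e-06). After I30R60, the AP-1 subunit Fosb rose by 3.84 (standard error 0.49, adjusted p = 6.59e-05), the co-chaperone Dnajb1 by 3.24 (standard error 0.27, adjusted p = 5.04e-07) and the orphan nuclear receptor Nr4a3 by 1.75 (standard error 0.30, adjusted p = 0.00206), and the zinc finger gene Zfp799 fell by 1.24 (standard error 0.21, adjusted p = 0.00152). In all, 226 genes rose and 223 fell after I30, 98 rose and 62 fell after IP0, and 312 rose and 152 fell after I30R60. With each array centred on its median, 61% of the genes called after I30 and 83% of those called after IP0 were rises, and with quantile normalization the count of 449 after I30 was 104. At least 2-fold changes were called for 27, 38 and 135 genes, and of these 27, 28 and 26 were not called with a 2-fold change in *Per2-/-* hearts. Markers of lung epithelium had a mean change of 0.59 in I30 hearts, and markers of neutrophils had means of 0.50 in I30 and 0.78 in I30R60 hearts. The neutrophil list was called after I30 too (camera adjusted p = 0.000154, and adjusted p = 0.422 with an estimated correlation), with Retnlg at log2 values of 7.22, 5.87 and 4.67 in the 3 hearts. The count after I30 fell from 449 to 38, 164 and 155 without sham replicate 1, 2 or 3 and to 165 without I30 replicate 1, and that after IP0 fell from 160 to between 57 and 88 without any one of its 6 arrays. The count after I30R60 fell from 464 to 275 and 292 without sham replicate 1 or 3 and to 256 without I30R60 replicate 1. Leaving out the arrays with high Myl7 leaves 1 wildtype sham array. That lowers precision by itself, so it cannot show what atrial tissue adds to these counts. Without I30 replicate 3 or sham replicate 1, the 27 genes became 42 and 14. Without sham replicate 3 or IP0 replicate 2 or 3, the 28 became 15, 18 and 16. Without *Per2-/-* sham replicate 3, *Per2-/-* I30R60 replicate 1 or wildtype I30R60 replicate 2, the 26 became 40, 41 and 40.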

Surprisingly, there were few genes regulated in *Per2^−/−^* mice when treated with ischemia or IP alone. In contrast, ischemia with reperfusion (I30R60) revealed 52 and 107 differentially regulated genes in wildtype and *Per2^−/−^* animals, respectively.

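After I30, Atf3 had a log2 fold change of 0.72 (standard error 0.28, adjusted p = 0.634) in *Per2-/-* hearts, and the lung marker Scgb1a1 one of 0.16 (standard error 0.47, adjusted p = 0.963), with log2 values of 4.82, 3.10 and 3.28 in the 3 I30 hearts. The microRNA gene Mir24-1 had one of -1.42 (standard error 0.28, adjusted p = 0.383). limma called no gene changed after I30 in *Per2-/-* hearts (1343 at an unadjusted p under 0.05, and none by the methods' t-test with adjusted p values). The 449 genes that changed in wildtype hearts had a median absolute log2 change of 0.536 there and of 0.131 in *Per2-/-* hearts, and 76.6% of them had the same sign in both. These genes were picked for passing the test in wildtype hearts, a choice that by itself favours a larger change there. Over all genes, the log2 changes after I30 had an SD of 0.245 in wildtype and 0.179 in *Per2-/-* hearts. After IP0, 22 genes rose and 8 fell in *Per2-/-* hearts. Rises were 73.3% of these calls, a share that became larger with each array centred on its median. Atf3 rose by 2.27 (standard error 0.28, adjusted p = 0.000929), the growth arrest gene Gadd45g by 1.69 (standard error 0.22, adjusted p = 0.0014), Jun by 1.23 (standard error 0.18, adjusted p = 0.0034) and Mir1a-2 by 1.82 (standard error 0.20, adjusted p = 0.000342). Of these *Per2-/-* genes, 17 of those that rose and 1 of those that fell were also called in wildtype hearts. Independent lists of these sizes would share 0.115 and 0.0264 genes. The interaction of genotype and treatment passed the test for no gene after I30 (1336 at an unadjusted p under 0.05) or after IP0 (905), and for none in an ordinary linear model without moderated variances. If no gene differed, a share of 0.05 of the 18820 genes would be expected under this unadjusted p. Without *Per2-/-* I30 replicate 1 or 3, 2 genes were called after I30 in *Per2-/-* hearts, and without wildtype I30 replicate 3 the interaction after I30 was called for 6 genes (1 gene without wildtype I30 replicate 1, *Per2-/-* sham replicate 1 or *Per2-/-* sham replicate 3). The count of 30 after IP0 fell to 17 without *Per2-/-* sham replicate 3 and to 13, 10 and 15 without *Per2-/-* IP0 replicate 1, 2 or 3, and it was 8 without the arrays with high Myl7, where each interaction was called for 1 gene.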

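After I30R60, 524 genes rose and 377 fell in *Per2-/-* hearts. Rises were 58.2% of these calls, a share that became larger with each array centred on its median. Selp, the adhesion molecule P-selectin, rose by a log2 value of 4.30 (standard error 0.46, adjusted p = 9.15e-06) in *Per2-/-* hearts and 3.62 (standard error 0.46, adjusted p = 6.59e-05) in wildtype hearts. Adamts4, a matrix protease, rose by 3.75 (standard error 0.36, adjusted p = 3.08e-06) in *Per2-/-* hearts and was called in wildtype hearts too. The microRNA genes Mir133a-1 and Mir208a, both known from heart muscle, fell by 1.34 (standard error 0.23, adjusted p = 0.00115) and 1.21 (standard error 0.26, adjusted p = 0.00922) in *Per2-/-* hearts, with changes of -0.59 (standard error 0.23, adjusted p = 0.23) and -0.16 (standard error 0.26, adjusted p = 0.869) in wildtype hearts. Part of the response was shared. Of the genes that rose, 242 were called in both genotypes, where independent lists would share 8.69, and of those that fell, 58 were called in both, where independent lists would share 3.04. Among the 1065 genes called in either genotype, 93.8% had the same sign in both. At a change of at least 2-fold, 26 genes were called in wildtype hearts only, 109 in both and 93 in *Per2-/-* hearts only. All of the 26 and 92 of the 93 had the same sign in the other genotype. The exception was the gene Pate11, with -0.65 in wildtype and 1.16 in *Per2-/-* hearts, which was picked out after its values were seen. In sham hearts the genotypes already differed in Pate11 by -1.43 (standard error 0.30, adjusted p = 0.0425), against 0.38 (standard error 0.30, adjusted p = 0.79) after I30R60. The sham call ended without wildtype sham replicate 1 or 2 or 3 or *Per2-/-* sham replicate 1 or 2 (adjusted p = 0.075 to 0.249). The 93 genes had a median absolute log2 change of 1.2 in *Per2-/-* and 0.76 in wildtype hearts. The 26 genes showed the reverse, with 0.805 in *Per2-/-* and 1.22 in wildtype hearts. The way each set was chosen favours a larger change in its own genotype. The interaction had an unadjusted p under 0.05 for 28 of the 93 and 10 of the 26. It passed the limma test after adjustment for none of the 18820 genes (1034 at an unadjusted p under 0.05, and none in an ordinary linear model without moderated variances). The *Per2-/-* count of 901 fell to 555 without *Per2-/-* sham replicate 3, to 475 without *Per2-/-* I30R60 replicate 1 and to 470 without the arrays with high Myl7. The 93 genes became 59 without *Per2-/-* I30R60 replicate 1.

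**Figure D2:**
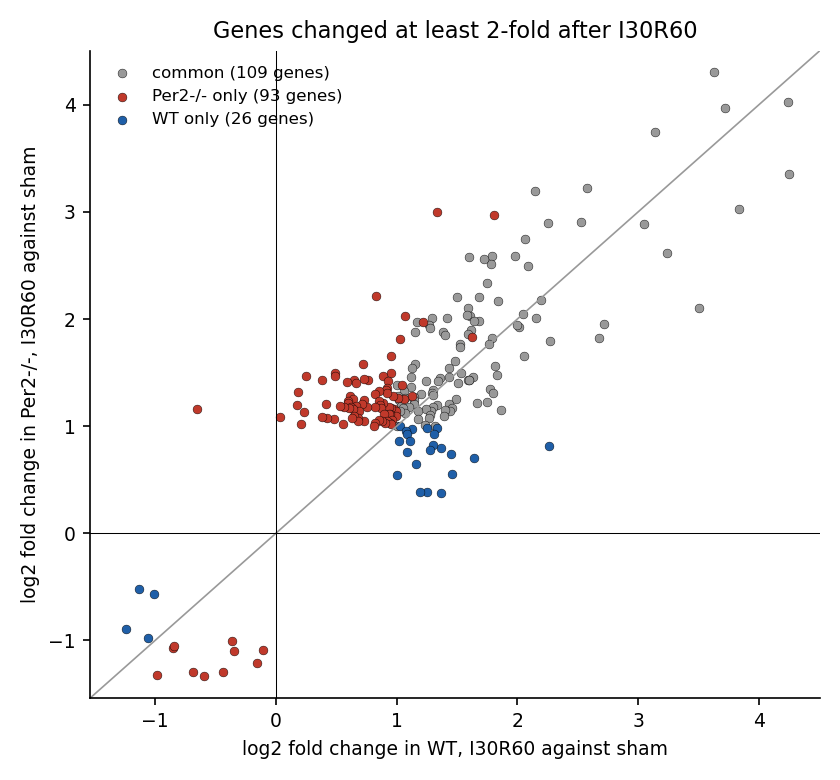
Log2 fold change after I30R60 against sham in wildtype hearts (horizontal) and *Per2-/-* hearts (vertical) for each gene with a called change of at least 2-fold in either. Blue points are the 26 genes called in wildtype hearts only, red points the 93 called in *Per2-/-* hearts only and grey points the 109 called in both. The diagonal marks equal changes.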

**Figure 2:**
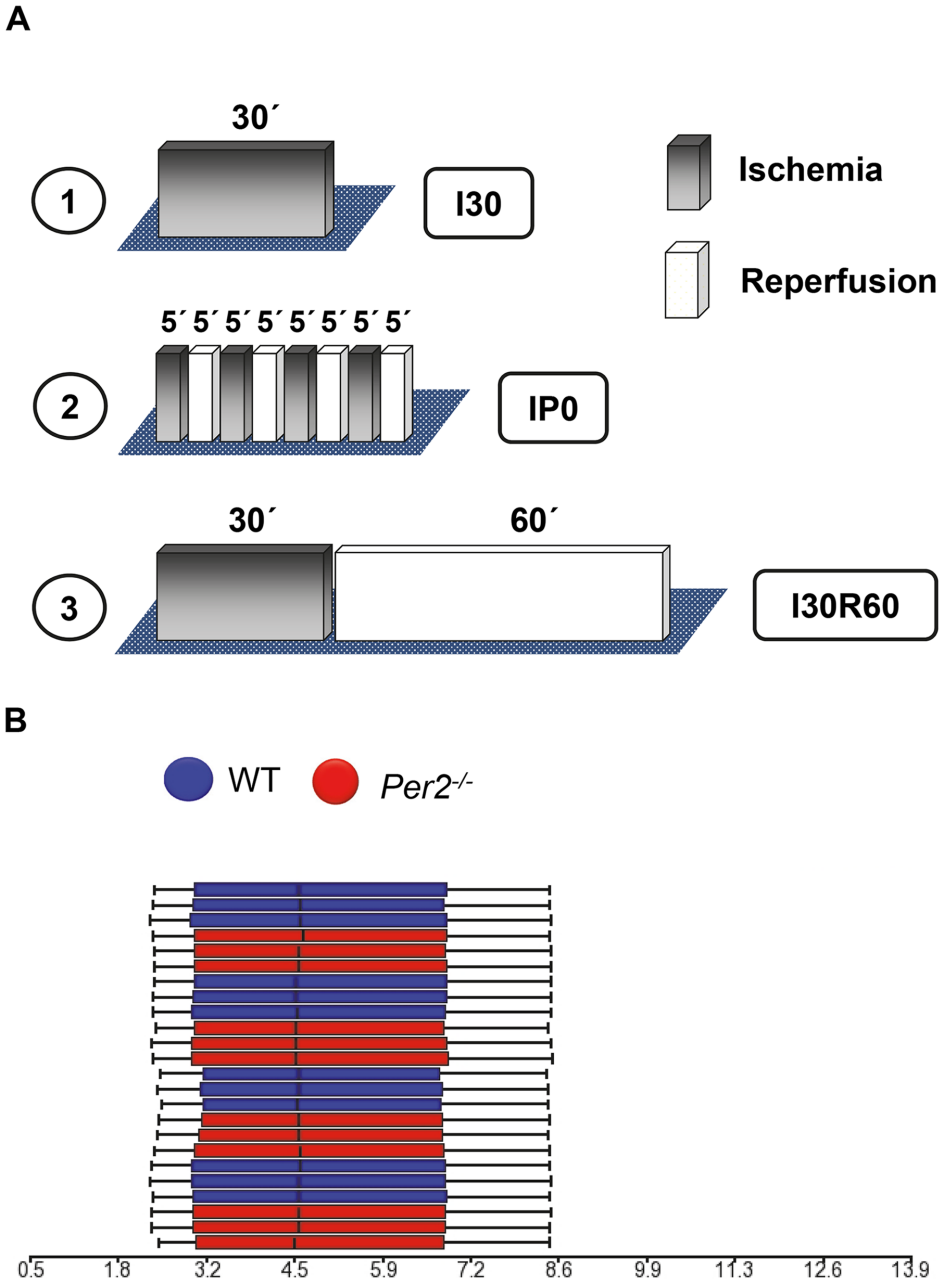
Microarray design comparing wildtype and *Per2* *^−^* ^*/−*^ mice. (**A**) Different ischemia and reperfusion protocols used on one 24 multi-plate array. 1.) 30 minutes of ischemia without reperfusion, I30. 2.) Ischemic preconditioning consisting of 4×5 minutes of ischemia followed by 5 minutes of reperfusion each, IP0. 3.) 30 minutes of ischemia and 60 minutes of reperfusion, I30R60. (**B**) Box plots for each of the samples with the intensity (arbitrary units) of the probes graphed on the X-axis to identify outliers in the data set.

**Figure 3:**
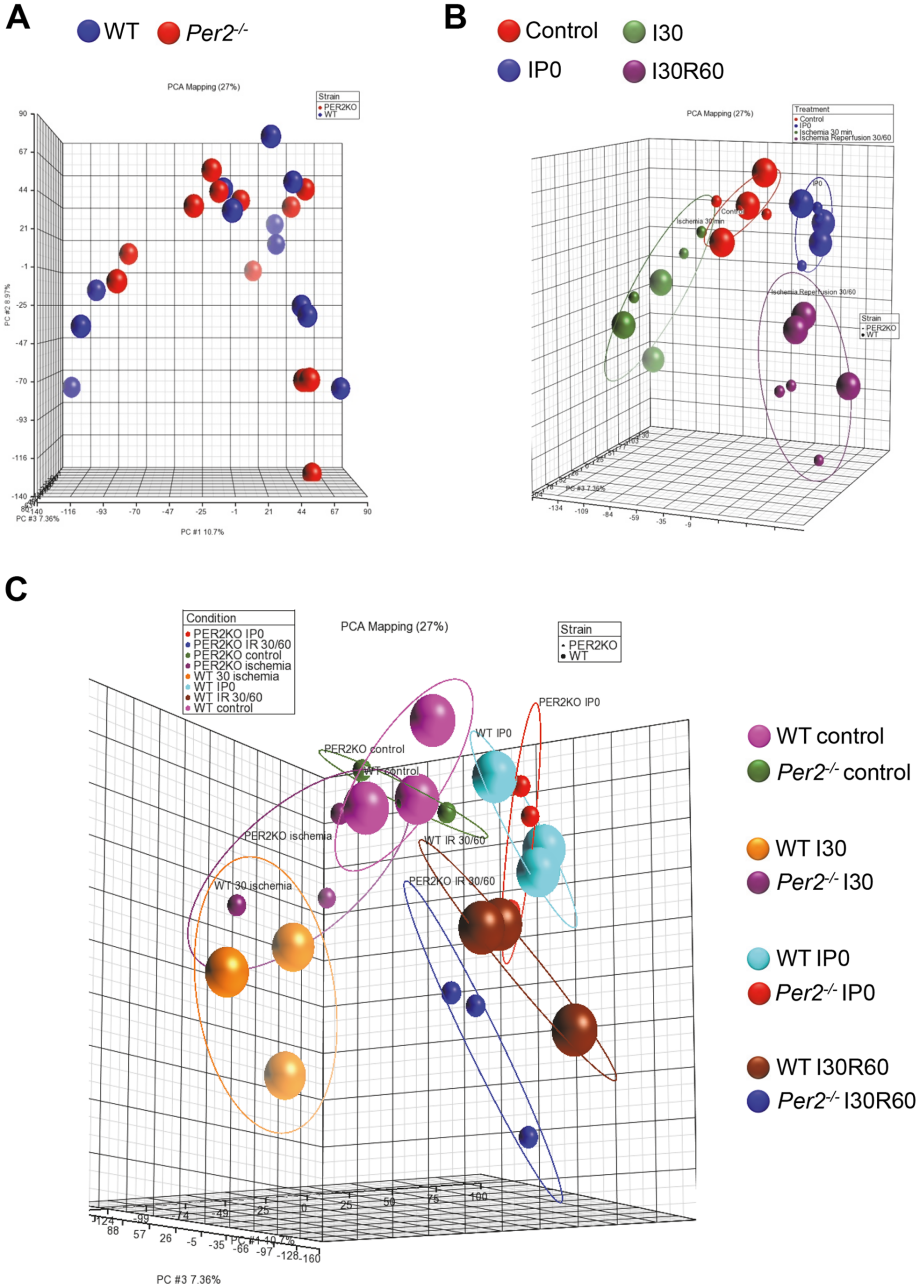
‘Principal Components Analysis’ (PCA) of a 24 multi-plate microarray. Each point represents a chip (sample) and corresponds to a row on the top-level spreadsheet. The color of the dot represents the type of the sample. Points that are close together within the plots have similar intensity values across the probe sets on the whole chip (genome), and points that are far apart within the plots are dissimilar. (**A**) PCA of the genetic background. (**B, C**) PCA of the different treatment conditions. WT =  wildtype, *Per2^−/−^*  =  Period 2 deficient mice, I30  = 30 minutes of ischemia without reperfusion, IP0  =  ischemic preconditioning (4×5 minutes of ischemia and reperfusion), I30R60  = 30 minutes of ischemia followed by 60 minutes of reperfusion. The units on the axes represent the different measurement points of all arrays where the percentage for one axis indicates how many of these measurement points are representable by this axis. *NOTE:* Due to the rotation of the 3-D graph using *Partek Genomics Suite 6.6* not all values are visible.

**Table 1:** Differentially regulated genes in wildtype compared to *Per2^−/−^* mice during myocardial ischemia and reperfusion.

*No of genes:*	*WT only*	*Common*	*Per2−/− only*
**Condition**			
I30	26	0	0
IP0	31	5	4
I30R60	52	113	107

Shown are the number of genes that were differentially regulated in wildtype or *Per2^−/−^* mice using different ischemia and reperfusion protocols: wildtype or *Per2^−/−^* mice were exposed to 1.) Ischemia of 30 minutes without reperfusion (I30), 2.) Ischemic preconditioning (consisting of 4 times 5 minutes of ischemia and 5 minutes of reperfusion, IP0), and 3.) 30 minutes of ischemia followed by 60 minutes of reperfusion (I30R60).

### Ischemia treatment reveals fatty acid metabolism as top Per2 dependent canonical pathway

Next, differently regulated genes underwent pathway analysis using *Ingenuity Systems IPA* software. 

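Ppp1r3c, a subunit that targets protein phosphatase 1 to glycogen, had a 2.38-fold rise in wildtype hearts after I30, and Pfkfb3, a regulator of glycolytic flux, had a log2 fold change of 0.47 (standard error 0.24, adjusted p = 0.287). Ppp1r3c was the 1 gene of glycogen metabolism, out of 26 measured, that rose, and none fell (1 and 0 when adjusted over the list alone, 4 at an unadjusted p under 0.05). Of 23 genes of glycolysis and lactate, limma called none (1 at an unadjusted p under 0.05, none by the methods' t-test with adjusted p values). camera gave adjusted p values of 0.671 for the glycogen list and 0.976 for the glycolysis list. Ucp3, the mitochondrial uncoupling protein of muscle, fell by 1.65 (standard error 0.35, adjusted p = 0.0207). Its call ended without wildtype I30 replicate 1 or 3 or wildtype sham replicate 1 or 2, with adjusted p values of 0.0558 to 0.0821. Sftpc, the surfactant protein C of lung epithelium, rose by 2.73 (standard error 0.36, adjusted p = 0.00189), with log2 values of 6.72, 5.50 and 4.22 in the 3 I30 hearts and a mean of 2.75 in sham hearts. Of 20 markers of lung epithelium, 5 rose in wildtype I30 hearts (8 when adjusted over the list alone), among them Scgb1a1, the secretoglobin of club cells, by 3.05 (standard error 0.47, adjusted p = 0.00556), Cyp2f2 by 1.33 (standard error 0.24, adjusted p = 0.00987) and the surfactant gene Sftpb by 0.89 (standard error 0.20, adjusted p = 0.0291). camera called the lung list at an adjusted p of 2.43e-06 (adjusted p = 0.119 with an estimated correlation). The calls of Cyp2f2 and Sftpb ended without wildtype sham replicate 1 (adjusted p = 0.0507 for Cyp2f2) and without wildtype I30 replicate 1 or 2 or wildtype sham replicate 1 or 2 (adjusted p = 0.0771 to 0.126 for Sftpb).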

Analysis of genes regulated only in wildtype animals during ischemia revealed carbohydrate metabolism as top gene network (**Figure** **4A**). However, canonical pathway analysis showed a major role for Per2 in fatty acid beta-oxidation (**Figure** **4B**). 

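In wildtype hearts after I30, the genes of fatty acid oxidation that passed the test went down. Ehhadh, the peroxisomal enoyl-CoA hydratase and 3-hydroxyacyl-CoA dehydrogenase, fell by a log2 value of 1.54 (standard error 0.20, adjusted p = 0.00189). Cpt1a, a carnitine palmitoyltransferase that admits long-chain fatty acids to mitochondria, fell by 0.65 (standard error 0.11, adjusted p = 0.00862). These were 2 of 25 measured genes of fatty acid beta-oxidation, and none rose (2 lower and none higher when adjusted over the list alone). The list had a median of -0.10, with a camera adjusted p of 0.000229 (adjusted p = 0.329 with an estimated correlation). Of 17 target genes of PPAR-alpha, the receptor that drives fatty acid oxidation, 4 fell and none rose (11 lower when adjusted over the list alone). The median was -0.25 and camera gave 1.01e-09 (adjusted p = 0.087 with an estimated correlation). Plin2, which coats lipid droplets, fell by 0.60 (standard error 0.10, adjusted p = 0.00785). It belongs to 4 of 16 genes of triglyceride synthesis and lipolysis that fell, with Agpat2 by 0.52, Gpam by 0.46 and Mgll by 0.39 (adjusted p = 0.0328, 0.0424 and 0.0475). None of the 16 rose, and camera gave an adjusted p of 0.0103 (adjusted p = 0.307 with an estimated correlation). In *Per2-/-* hearts after I30, limma called no gene of the 3 lists (0, 0 and 1 at an unadjusted p under 0.05, none by the methods' t-test), and their medians were -0.06, -0.05 and -0.04. camera called the beta-oxidation list lower there as well (adjusted p = 0.0284, and adjusted p = 0.581 with an estimated correlation), a call that ended without *Per2-/-* I30 replicate 1 or 2 or *Per2-/-* sham replicate 2 (0.0543 to 0.172), and gave 0.683 and 0.45 for the 2 other lists. The PPAR-alpha list differed between the genotypes in its response, with an interaction median of 0.25 and a camera adjusted p of 1.43e-09 (adjusted p = 0.087 with an estimated correlation). The calls of Agpat2, Gpam and Mgll ended without wildtype I30 replicate 1 or 3 or wildtype sham replicate 1 or 3 for Agpat2 (adjusted p = 0.051 to 0.157), wildtype I30 replicate 2 or 3 or wildtype sham replicate 1 or 2 or 3 for Gpam (0.0722 to 0.131) and wildtype I30 replicate 1 or 2 or 3 or wildtype sham replicate 1 or 2 or 3 for Mgll (0.0526 to 0.187).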

Further analysis of top differentially regulated genes resulting in carbohydrate or fatty acid metabolism as the top network or top canonical pathway, uncovered a robust up regulation of protein phosphatase 1 (PP1) or down regulation of enoyl-CoA hydratase in wildtype animals with no regulation in *Per2^−/−^* mice (**Table** **2**). 

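Ppp1r3c, a regulatory subunit that brings protein phosphatase 1 to glycogen, rose in wildtype hearts after I30 from 8.23 ± 0.15 to 9.48 ± 0.08 (log2 value, SD, n = 3), a log2 fold change of 1.25 (standard error 0.17, adjusted p = 0.00206). In *Per2-/-* hearts it had values of 9.12 ± 0.38 and 9.00 ± 0.13, a change of -0.12 (standard error 0.17, adjusted p = 0.914). Ehhadh had log2 values of 7.53 ± 0.25 in wildtype sham hearts and 5.99 ± 0.14 after I30, with every I30 heart below every sham heart. In *Per2-/-* hearts the values were 6.48 ± 0.18 and 6.23 ± 0.26, a change of -0.25 (standard error 0.20, adjusted p = 0.825). Ucp3 had a change of -0.05 (standard error 0.35, adjusted p = 0.984) in *Per2-/-* hearts. The difference between the genotypes in the response was -1.37 (standard error 0.24, adjusted p = 0.11) for Ppp1r3c, 1.29 (standard error 0.28, adjusted p = 0.371) for Ehhadh and 1.60 (standard error 0.49, adjusted p = 0.466) for Ucp3, so that none of these 3 interactions passed the test. The sham hearts of the genotypes differed. Ppp1r3c was higher by 0.89 (standard error 0.17, adjusted p = 0.0243) and Ehhadh was lower by 1.05 (standard error 0.20, adjusted p = 0.0221) in *Per2-/-* sham hearts, and after I30 the *Per2-/-* hearts differed from wildtype I30 hearts by -0.48 (standard error 0.17, adjusted p = 0.238) and 0.25 (standard error 0.20, adjusted p = 0.669). Both sham differences lost their call without 1 array, with adjusted p values of 0.0528 to 0.188 for Ppp1r3c (without *Per2-/-* sham replicate 1 or 2 or wildtype sham replicate 1 or 2 or 3) and 0.051 to 0.161 for Ehhadh (without any one of the 6 sham arrays). Without *Per2-/-* sham replicate 3, the interaction of Ppp1r3c passed the test (log2 value -1.59, adjusted p = 0.0168).

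**Figure D3:**
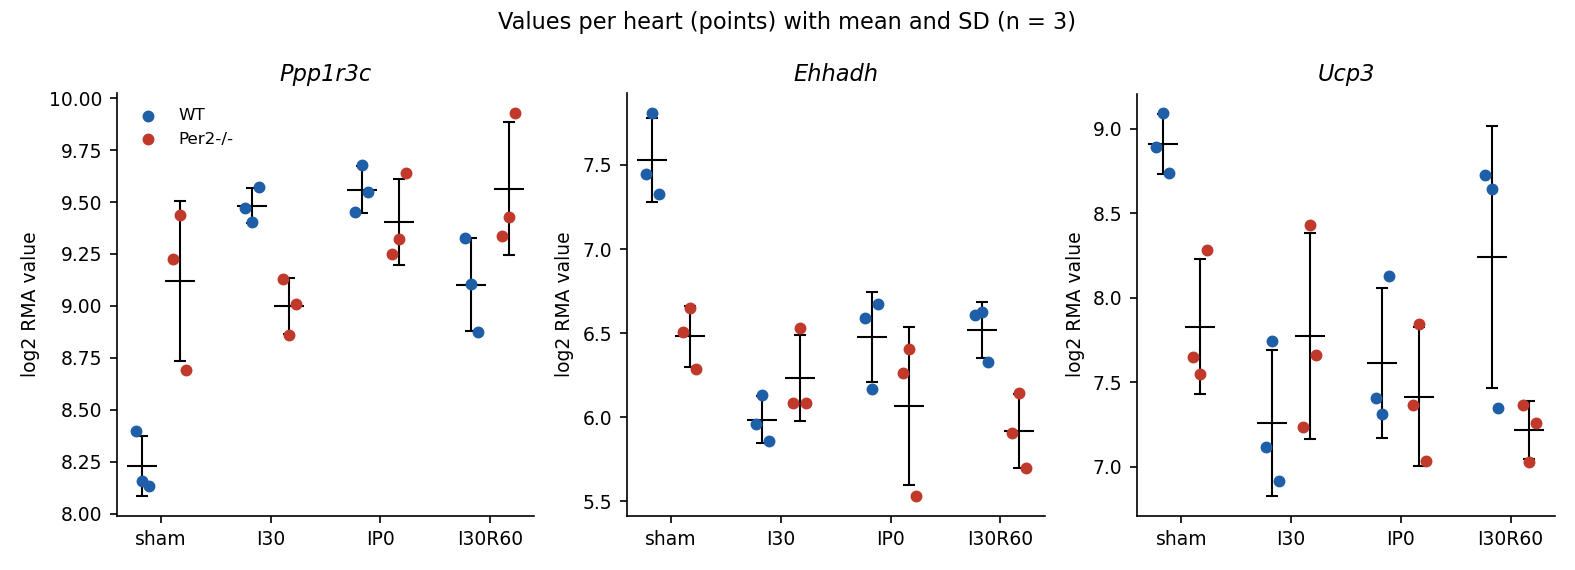
Log2 RMA values of Ppp1r3c, Ehhadh and Ucp3 in each heart (points) by treatment, with the mean and SD of each group of 3 hearts, for wildtype (blue) and *Per2-/-* (red) mice. Ehhadh had a mean of 7.53 in wildtype sham hearts and of 6.48 in *Per2-/-* sham hearts.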

PP1 plays a crucial role in the regulation of blood-glucose levels and glycogen metabolism [38]. This is in line with earlier findings of severe depletion of and the inability to restore glycogen storages in *Per2^−/−^* mice during and after myocardial ischemia [25]. Enoyl-CoA hydratase is an enzyme that hydrates the double bond between the second and third carbons on acyl-CoA. This enzyme is essential to metabolizing fatty acids to produce both acetyl-CoA and energy. Inhibition of fatty acid beta-oxidation during ischemia is desirable as it helps the heart to be more oxygen efficient [39], [40]. Earlier studies on long chain fatty acids (LCFA) and carnitine palmitoyltransferase 1 (CPT1) in hearts from *Per2^−/−^* showed lower LCFA levels and increased CPT1 protein levels in *Per2^−/−^* mice [25], supporting the findings of the inability in *Per2^−/−^* to downregulate enoyl-CoA hydratase.

**Figure 4:**
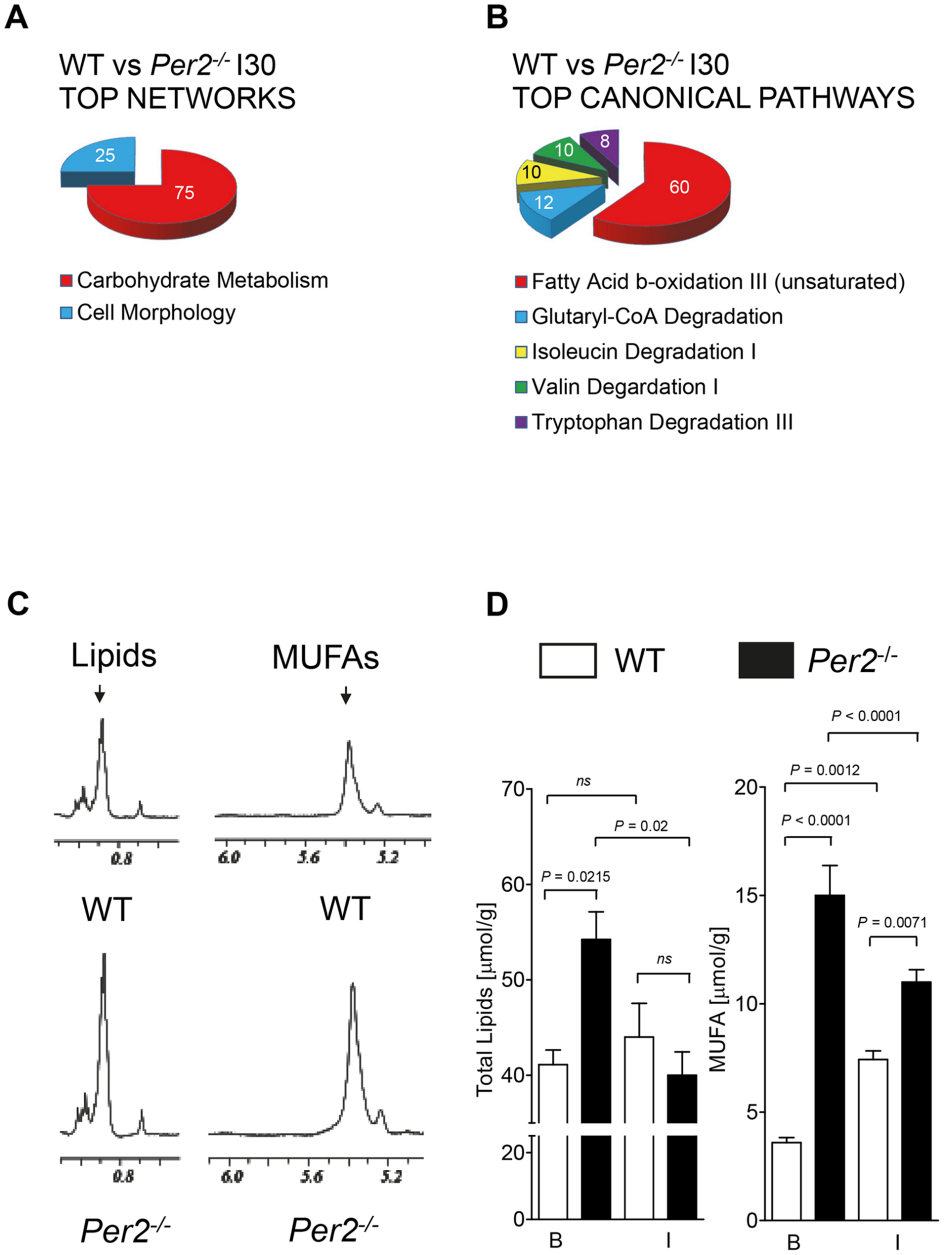
Disrupted fatty acid metabolism in *Per2* *^−^* ^*/−*^ mice during myocardial ischemia. (**A, B**) Pathway analysis comparing wildtype and *Per2^−/−^* mice after 30 minutes of ischemia without reperfusion. Differentially regulated genes and pathways were analyzed using Partek and Ingenuity software, respectively. (**C**) Fatty acid subpopulation analysis in wildtype and *Per2^−/−^* hearts at baseline using nuclear magnet resonance (NMR) technique. Representative NMR spectra for total lipids or monounsaturated fatty acids (MUFAs) at baseline are displayed. To calculate an absolute monounsaturated fatty acid (MUFA) concentration, the concentration of polyunsaturated fatty acids, triacylglycerides and glycerides are subtracted from the total for this peak. (**D**) WT or *Per2^−/−^* mice were exposed to 30 minutes of ischemia without reperfusion. Shock frozen hearts were analyzed for total lipid and MUFA content at baseline (B) and Ischemia (I) using NMR, n = 3 mice in all groups.

**Table 2:** Metabolism under the control of Per2.

Carbohydrate Metabolism ‘ WT genes’ I30	Fold change [Exp. Value]
surfactant protein C	6.63
***protein phosphatase 1, regulatory subunit 3C***	2.383
uncoupling protein 3	−3.14
**Lipid Metabolism ‘WT genes’ I30**	
surfactant protein C	6.63
activating transcription factor 3	3.489
***protein phosphatase 1, regulatory subunit 3C***	2.383
**enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase**	−2.916
uncoupling protein 3	−3.14
**Carbohydrate Metabolism ‘ WT genes’ IP0**	
**nuclear receptor subfamily 4, group A, member 1**	3.017
**nuclear receptor subfamily 4, group A, member 2**	2.727
***protein phosphatase 1, regulatory subunit 3C***	2.514
**protein phosphatase 1, regulatory subunit 15A**	2.303
**Lipid Metabolism ‘WT genes’ IP0**	
FBJ murine osteosarcoma viral oncogene homolog	6.122
**nuclear receptor subfamily 4, group A, member 1**	3.017
**nuclear receptor subfamily 4, group A, member 2**	2.727
heat shock 70kDa protein 8	2.552
natriuretic peptide B	2.348
***protein phosphatase 1, regulatory subunit 3C***	2.514
**enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase**	−2.072
**Carbohydrate Metabolism ‘ WT genes’ I30R60**	
interleukin 1, beta	3.556
**nuclear receptor subfamily 4, group A, member 3**	3.354
neurotensin	3.128
**nuclear receptor subfamily 4, group A, member 2**	2.742
**nuclear receptor subfamily 4, group A, member 1**	2.576
solute carrier family 5 (sodium/myo-inositol cotransporter), member 3	2.492
connective tissue growth factor	2.112
**Lipid Metabolism ‘WT genes’ I30R60**	
prostaglandin-endoperoxide synthase 2	4.15
**nuclear receptor subfamily 4, group A, member 3**	3.354
**nuclear receptor subfamily 4, group A, member 2**	2.742
**enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase**	−2.012

Shown are the top metabolic genes accounting for the identification of carbohydrate or fatty acid metabolism as top networks or canonical pathways when analyzing genes that are only regulated in wildtype but not in *Per2^−/−^* mice using different ischemia and reperfusion protocols. WT  =  wildtype, I30  = 30 minutes of ischemia, IP0  =  ischemic preconditioning (4 times 5 minutes of ischemia and reperfusion), I30R60  = 30 minutes of ischemia and 60 minutes of reperfusion. Given are the expression values (fold change) obtained by Ingenuity pathway analysis. **Bold genes** appear in more than one treatment group, indicating a robust differentially regulated gene.

Metabolism of saturated and unsaturated fatty acids converges on the level of trans-2-enoyl-CoA, which is metabolized by enoyl-CoA hydratase. The inability of *Per2^−/−^* mice to down regulate enoyl-CoA hydratase during ischemia therefore implies changes in cardiac fatty acid levels. To gain insight into fatty acid subpopulations in *Per2^−/−^* hearts, we next performed metabolic analysis of heart tissue exposed to 30 minutes of ischemia using nuclear magnet resonance technique (NMR). In contrast to earlier findings on LCFA in hearts from *Per2^−/−^* mice [25], these studies revealed a significantly higher total lipid content in hearts from *Per2^−/−^* at baseline. Representative NMR spectra at baseline are displayed in **Figure** **4C**. As shown in **Figure** **4D** total cardiac lipid concentrations at baseline were in wildtype 41.4 µmol/g (SD2.6) and in *Per2^−/−^* 54.2 µmol/g (SD5.0) [*P* = 0.0215, n = 3]. Subsequent analysis of subpopulations revealed that *Per2^−/−^* had significantly higher monounsaturated fatty acid (MUFA) levels (**Figure** **4C, D**) accounting for this finding (Baseline (B): wildtype: 3.6 µmol/g (SD0.4) vs. *Per2^−/−^*:15.0 µmol/g (SD2.4), *P*<0.0001, n = 3). In line with studies on a Per2 dependent inhibition of fatty acid beta-oxidation [24], total lipid and MUFA levels significantly decreased during ischemia in *Per2^−/−^* (Total lipids/MUFA Baseline (B) *Per2^−/−^*: 54.2 µmol/g (SD5.0) /15.0 µmol/g (SD2.4) vs. Ischemia (I) *Per2^−/−^*: 40.0 µmol/g (SD4.2)/ 11.0 µmol/g (SD1.0), *P* = 0.02/*P*<0.0001, n = 3). In contrast, total lipids and MUFA levels increased in wildtype animals during ischemia, supporting the idea of inhibited fatty acid beta-oxidation as a protective mechanism (MUFA Baseline (B) wildtype :3.6 µmol/g (SD0.4) vs. Ischemia (I) wildtype: 7.4 µmol/g (SD0.6), *P* = 0.0012, n = 3). Indeed, analysis of genes regulated in wildtype animals only after IP treatment, a powerful cardioprotective mechanism [41], revealed identical networks, pathways and top genes as seen with 30 minutes of ischemia alone (**Figure** **5A**). 

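After IP0, wildtype hearts raised the genes of the immediate early response. Fos, a subunit of AP-1, rose by a log2 value of 2.61 (standard error 0.36, adjusted p = 0.000582), Ier5 by 1.75 (standard error 0.22, adjusted p = 0.0002), and Zfp36, which speeds the decay of cytokine mRNAs, by 1.61 (standard error 0.19, adjusted p = 0.000144). The orphan nuclear receptors Nr4a1 and Nr4a2 rose by 1.59 (standard error 0.24, adjusted p = 0.00156) and 1.45 (standard error 0.24, adjusted p = 0.00504). Of 32 measured immediate early genes, 19 rose and none fell (27 higher when adjusted over the list alone). camera gave an adjusted p of 2.25e-43 (adjusted p = 0.0181 with an estimated correlation). In *Per2-/-* hearts 8 of the 32 rose (24 when adjusted over the list alone), with a median of 0.65 against 0.95 in wildtype hearts. The interaction of this list had a median of -0.45 and an adjusted p of 8.74e-06 (adjusted p = 0.487 with an estimated correlation). In sham hearts the list was already higher in *Per2-/-* mice, by a median of 0.47 (camera adjusted p = 2.52e-09, and adjusted p = 0.309 with an estimated correlation), against a median difference of 0.03 after IP0 (camera adjusted p = 0.645). Other genes of Table 2 rose as well, among them Ppp1r15a, a subunit of the phosphatase that restarts translation after stress, by 1.20 (standard error 0.16, adjusted p = 0.000409) and Nppb, which encodes B-type natriuretic peptide, by 1.23 (standard error 0.19, adjusted p = 0.00211). Ppp1r3c rose by 1.33 (standard error 0.17, adjusted p = 0.000326), with a change of 0.29 (standard error 0.17, adjusted p = 0.717) in *Per2-/-* hearts and an interaction of -1.04 (standard error 0.24, adjusted p = 0.672). Hspa8, a constitutive heat shock cognate, had a change of 0.15 (standard error 0.08, adjusted p = 0.438). Of the 8 genes that Table 2 lists for IP0, 6 rose and 1 fell. The study picked these genes on these arrays, so that their direction is not independent evidence. Cpt1a and Plin2 fell by 0.55 (standard error 0.11, adjusted p = 0.0189) and 0.53 (standard error 0.10, adjusted p = 0.0124), and of the beta-oxidation list 2 genes fell and none rose (camera adjusted p = 0.77). Their calls ended without wildtype sham replicate 1 or 2 or wildtype IP0 replicate 1 or 2 for Cpt1a (adjusted p = 0.0683 to 0.094) and wildtype sham replicate 1 or wildtype IP0 replicate 2 for Plin2 (0.0701 to 0.081).

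**Figure D4:**
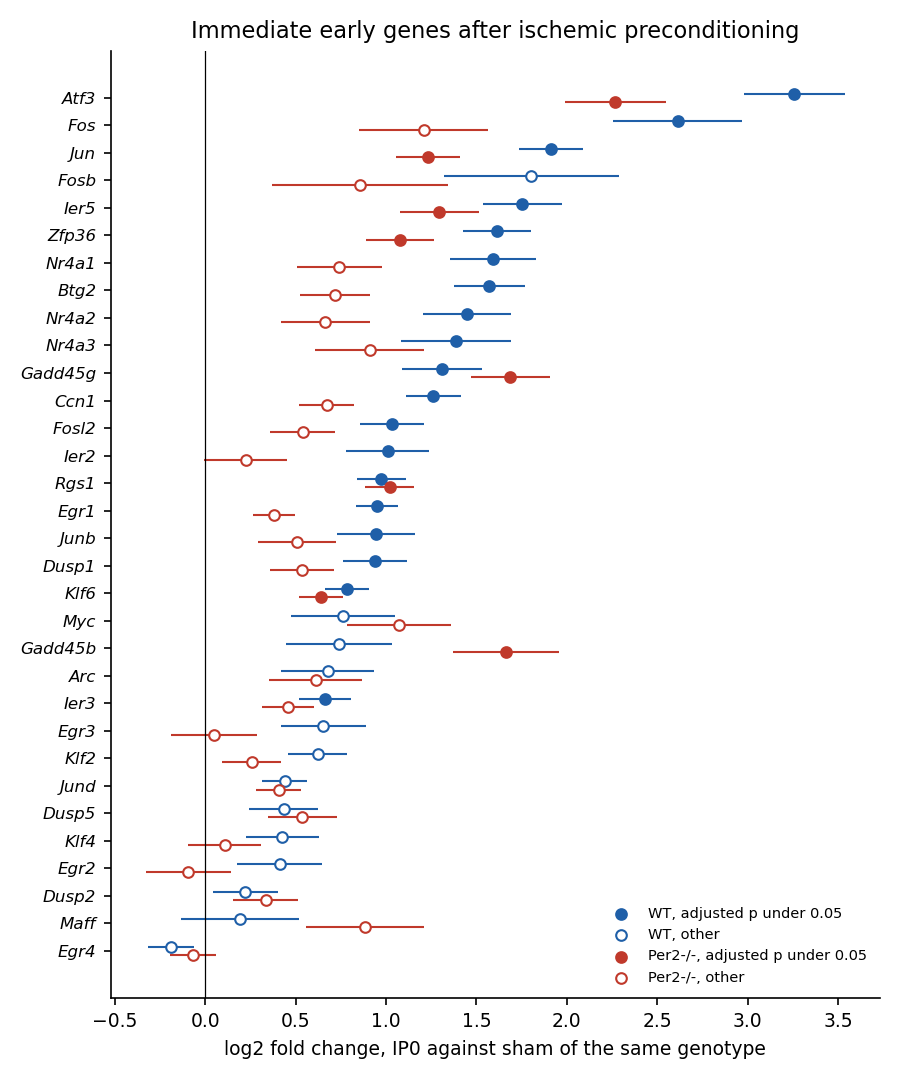
Log2 fold change (points) and standard error (lines) of the 32 measured immediate early genes after IP0 against sham, in wildtype (blue) and *Per2-/-* (red) hearts (n = 3 per group). Filled points passed the test, which were 19 genes in wildtype and 8 in *Per2-/-* hearts.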

Taken together, studies comparing ischemic hearts from *Per2^−/−^* and wildtype mice reveal a dominant role for cardiac Per2 as regulator of lipid metabolism and uncover enoyl-CoA hydratase as putative Per2 target gene in the heart.

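Ehhadh is listed in Table 2 for each of the 3 treatments. In wildtype hearts it fell after IP0 by a log2 value of 1.05 (standard error 0.20, adjusted p = 0.0136), to 6.48 ± 0.27 (SD, n = 3), and after I30R60 by 1.01 (standard error 0.20, adjusted p = 0.00656). In *Per2-/-* hearts its changes were -0.41 (standard error 0.20, adjusted p = 0.608) after IP0 and -0.57 (standard error 0.20, adjusted p = 0.121) after I30R60. The interaction was 0.64 (standard error 0.28, adjusted p = 0.997) after IP0 and 0.44 (standard error 0.28, adjusted p = 0.955) after I30R60. Ehhadh is itself on the list of 17 PPAR-alpha target genes. Of the 17, 3 fell after IP0 in wildtype hearts, Ehhadh among them, and none rose (4 lower when adjusted over the list alone). camera gave this list an adjusted p of 2.92e-05 (adjusted p = 0.303 with an estimated correlation). In *Per2-/-* hearts limma called none of them (1 at an unadjusted p under 0.05, none by the methods' t-test with adjusted p values). From networks and pathways of the genes regulated in wildtype hearts only, the fall of enoyl-CoA hydratase among them, and lipid measurements in both genotypes that are not analysed here, the paper concludes that cardiac Per2 regulates lipid metabolism and proposes enoyl-CoA hydratase as a target gene of Per2. The call of Ehhadh after IP0 ended without wildtype sham replicate 2 or wildtype IP0 replicate 2, with adjusted p values of 0.0706 to 0.0962.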

**Figure 5:**
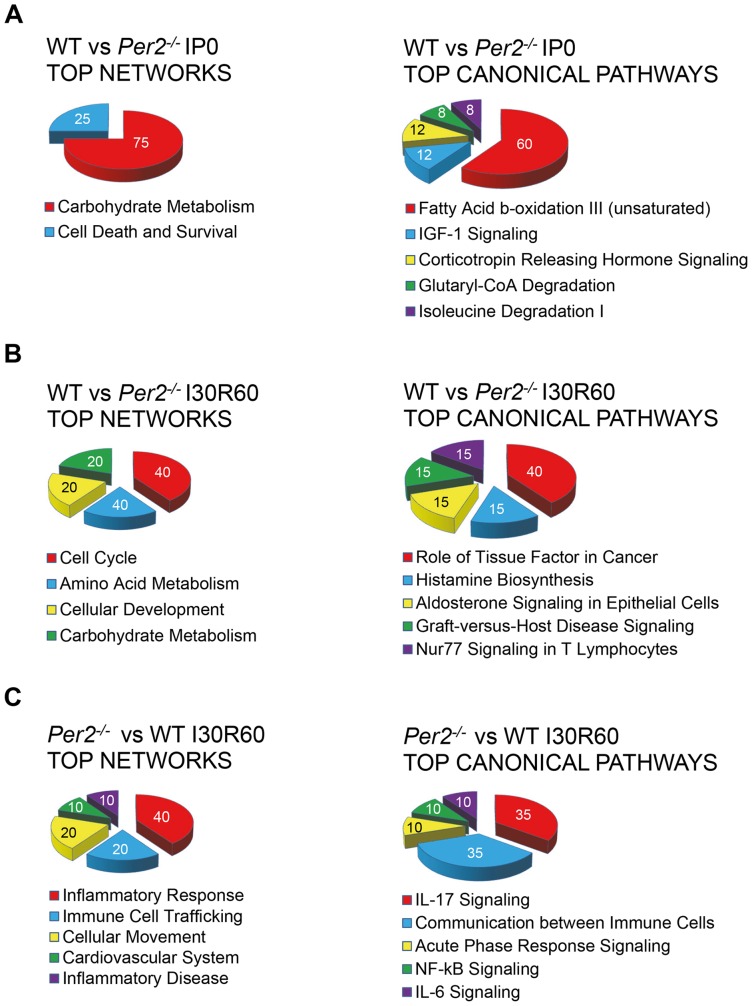
Ingenuity pathway analysis in wildtype and *Per2* *^−^* ^*/−*^ after IP or IR treatment. (**A**) Top networks or canonical pathways from differentially regulated genes after ischemic preconditioning (4×5 minutes of ischemia and reperfusion, IP0) treatment. Analysis is based on genes regulated in wildtype mice only. (**B**) Top networks or canonical pathways from differentially regulated genes after 30 minutes of ischemia and 60 minutes of reperfusion (I30R60) treatment, comparing wildtype and *Per2^−/−^* mice. Analysis is based on genes regulated in wildtype mice only. (**C**) Top networks or canonical pathways from differentially regulated genes after ischemia and reperfusion (I30R60) treatment comparing *Per2^−/−^* and wildtype mice. Analysis is based on genes regulated in *Per2^−/−^* mice only.

### Reperfusion regulated genes in *Per2^−/−^* mice resemble a strong pro-inflammatory phenotype

After identification of Per2 as an important regulator of lipid metabolism during ischemia, we next analyzed differentially regulated genes during reperfusion. While genes regulated only in wildtype animals mainly consisted of cell cycle or metabolic genes (**Figure** **5B**), genes only regulated in *Per2^−/−^* mice revealed the activation of a robust pro-inflammatory program. 

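The genes changed at least 2-fold by reperfusion in wildtype hearts only included transcription factors of the early response. Nr4a1 and Nr4a2 rose by log2 values of 1.36 (standard error 0.24, adjusted p = 0.00209) and 1.46 (standard error 0.24, adjusted p = 0.00158), against 0.37 (standard error 0.24, adjusted p = 0.451) and 0.56 (standard error 0.24, adjusted p = 0.234) in *Per2-/-* hearts. In sham hearts Nr4a2 was already higher in *Per2-/-* mice by 1.16 (standard error 0.24, adjusted p = 0.0475) and Nr4a1 had a difference of 0.95 (standard error 0.24, adjusted p = 0.137), and after I30R60 the differences were 0.26 (standard error 0.24, adjusted p = 0.833) and -0.04 (standard error 0.24, adjusted p = 0.981). The sham call of Nr4a2 ended without wildtype sham replicate 1 or 3 or *Per2-/-* sham replicate 1, 2 or 3 (adjusted p = 0.0816 to 0.315). Nts, which encodes the peptide neurotensin, rose by 1.65 (standard error 0.16, adjusted p = 3.27e-06) in wildtype hearts and had a change of 0.70 (standard error 0.16, adjusted p = 0.0116) in *Per2-/-* hearts. Of these 26 genes, 6 are on the list of immediate early genes, 5 are genes of Table 2 for I30R60, 1 (Ehhadh) is on the lists of fatty acid, amino acid, carbohydrate and oxidative metabolism, and none is on the cell cycle list or on the lists of cytokines and NF-kB targets, IL-17, IL-6 or interferon signalling or neutrophil markers. The 93 genes changed at least 2-fold in *Per2-/-* hearts only included Retnlg, a resistin-like gene of neutrophils, which rose by 3.00 (standard error 0.50, adjusted p = 0.000857), and Hmox1, heme oxygenase 1, which rose by 2.21 (standard error 0.35, adjusted p = 0.000645). Their wildtype changes were 1.33 (standard error 0.50, adjusted p = 0.208) and 0.83 (standard error 0.35, adjusted p = 0.297). The sizes of these wildtype changes depend on single hearts. Retnlg had log2 values of 6.89, 4.84 and 5.59 in the wildtype I30R60 hearts. Hmox1 had values of 7.02, 7.67 and 6.28 in wildtype sham and 8.53, 7.68 and 7.24 in wildtype I30R60 hearts. Timp1, an inhibitor of matrix proteases, rose by 1.65 (standard error 0.25, adjusted p = 0.000344) in *Per2-/-* and 0.96 (standard error 0.25, adjusted p = 0.0444) in wildtype hearts, and Pgm2, a phosphoglucomutase, by 1.30 (standard error 0.20, adjusted p = 0.000378) and 0.82 (standard error 0.20, adjusted p = 0.0277). These wildtype calls, under 2-fold, ended without wildtype sham replicate 1 or 2 or 3 or wildtype I30R60 replicate 1 or 3 for Timp1 (adjusted p = 0.0663 to 0.258) and wildtype sham replicate 1 or 2 or 3 or wildtype I30R60 replicate 1 for Pgm2 (0.0609 to 0.201). Of the 93 genes, 18 are on the 5 inflammatory lists, such as Tlr2, Il17ra and S100a8, and 1 (Pgm2) is on a list of metabolism. Of the 109 genes changed in both genotypes, 28 are on the inflammatory lists. Cell cycle genes were called in neither direction by limma in wildtype hearts (4 of 22 at an unadjusted p under 0.05, none by the methods' t-test), and in *Per2-/-* hearts 2 rose.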

As seen in **Figure** **5C**, top networks or top canonical pathways were dominated by immune cell trafficking, IL-17/IL-6, or NF-κβ signaling. 

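Inflammatory genes rose in the reperfused hearts of both genotypes. Il6 rose by a log2 value of 4.03 (standard error 0.47, adjusted p = 2.27e-05) in *Per2-/-* hearts and 4.24 (standard error 0.47, adjusted p = 1.54e-05) in wildtype hearts, and Socs3, the feedback inhibitor of IL-6 signalling, by 3.97 (standard error 0.38, adjusted p = 3.08e-06) and 3.72 (standard error 0.38, adjusted p = 6.26e-06). Bcl3, a nuclear cofactor of NF-kB, rose by 2.58 (standard error 0.22, adjusted p = 1.01e-06) in *Per2-/-* hearts and 1.60 (standard error 0.22, adjusted p = 0.0002) in wildtype hearts. Cxcl1, a chemokine that draws neutrophils, rose by 2.05 (standard error 0.33, adjusted p = 0.000714) in *Per2-/-* hearts and as much, by 2.05 (standard error 0.33, adjusted p = 0.00114), in wildtype hearts. Of 40 acute cytokines, chemokines and NF-kB target genes, 33 rose in *Per2-/-* and 22 in wildtype hearts (36 and 30 when adjusted over the list alone), and none fell. The medians were 1.40 and 0.97. Of 23 genes of IL-17 signalling, 14 rose in *Per2-/-* and 10 in wildtype hearts (15 and 14 alone), and of 24 genes of IL-6 signalling and the acute phase, 15 and 13 rose. camera called these 3 lists in both genotypes, with adjusted p values with an estimated correlation of 0.0181, 0.0181 and 0.0131 in *Per2-/-* and 0.0243, 0.0242 and 0.0181 in wildtype hearts. Markers of neutrophils moved with these genes. Of 21, 11 rose in *Per2-/-* and 5 in wildtype hearts, among them Lcn2, which encodes lipocalin 2, by 3.19 (standard error 0.46, adjusted p = 0.000202) and 2.15 (standard error 0.46, adjusted p = 0.0108), and Clec4e by 2.59 (standard error 0.36, adjusted p = 0.00015) and 1.98 (standard error 0.36, adjusted p = 0.00287). The neutrophil list held with an estimated correlation in *Per2-/-* hearts (adjusted p = 0.0357) and not in wildtype hearts (adjusted p = 0.123 with an estimated correlation). The call of Lcn2 in wildtype hearts ended without wildtype I30R60 replicate 1 (adjusted p = 0.093).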

Details on top genes up regulated in *Per2^−/−^* mice during reperfusion are given in **Table** **3**. 

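Ccl3, a chemokine of macrophages and neutrophils, rose by a log2 value of 2.97 (standard error 0.54, adjusted p = 0.00195) in reperfused *Per2-/-* hearts, Mmp8, the neutrophil collagenase, by 2.34 (standard error 0.44, adjusted p = 0.0027) and Tnf by 2.04 (standard error 0.38, adjusted p = 0.00239). Acod1, listed in Table 3 as immunoresponsive gene 1, rose 4.04-fold (adjusted p = 0.001) and S100a8, a calcium-binding protein of neutrophils, rose by 1.97 (standard error 0.34, adjusted p = 0.00123). The receptor genes Trem1, Il17ra, Il1r1 and Tlr2 rose by 1.25, 1.14, 1.08 and 1.08, with adjusted p values of 0.000378, 0.00255, 7.8e-05 and 0.00583. Gadd45b, S100a9, Il1a and Il1f9 (interleukin 36 gamma) rose by 1.98, 1.81, 1.58 and 1.44. Retnlb, a resistin-like gene, had a change of 0.15 (standard error 0.09, adjusted p = 0.381). In wildtype hearts the changes were 1.80 (standard error 0.54, adjusted p = 0.0868) for Ccl3, 1.75 (standard error 0.44, adjusted p = 0.0345) for Mmp8, 1.58 (standard error 0.38, adjusted p = 0.0258) for Tnf and 1.22 (standard error 0.34, adjusted p = 0.0633) for S100a8. The sizes of the *Per2-/-* rises of Ccl3 and Gadd45b depend on *Per2-/-* sham replicate 3. In *Per2-/-* sham replicates 1, 2 and 3, Ccl3 had log2 values of 7.04, 6.51 and 4.15, and Gadd45b of 7.72, 7.77 and 6.15. Tnf and Mmp8 were also lowest in replicate 3, and Tlr2 was not, with 5.50, 5.35 and 5.42. Of the 14 mouse genes that the names in Table 3 stand for, 13 rose in *Per2-/-* hearts and 6 in wildtype hearts (13 and 12 when adjusted over the list alone), and none fell. The study picked these genes on these arrays, so that their direction is not independent evidence. The call of Il1a ended without *Per2-/-* I30R60 replicate 1 (adjusted p = 0.0661), that of Mmp8 in wildtype hearts without wildtype sham replicate 1 or 2 or 3 or wildtype I30R60 replicate 1 (0.0844 to 0.237) and that of Tnf in wildtype hearts without wildtype sham replicate 1 or 3 or wildtype I30R60 replicate 1 or 3 (0.0894 to 0.154).

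**Figure D5:**
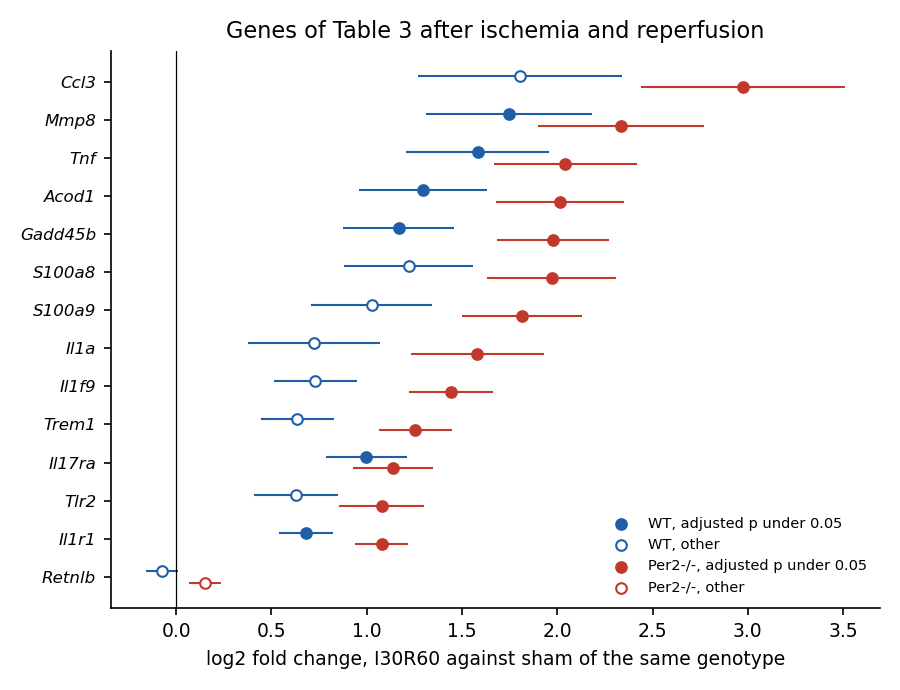
Log2 fold change (points) and standard error (lines) of the 14 genes of Table 3 after I30R60 against sham in wildtype (blue) and *Per2-/-* (red) hearts (n = 3 per group). Filled points passed the test, which were 13 genes in *Per2-/-* and 6 in wildtype hearts.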

Following review of current literature on these genes confirmed severe pro inflammatory action and in part detrimental roles in cardiovascular disease [42]–[45]. Taken together, analysis of differentially regulated genes during reperfusion reveal a severe pro-inflammatory phenotype in *Per2^−/−^*.

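Single genes of the reperfusion response did not pass the interaction test. Ccl3 had an interaction of 1.17 (standard error 0.76, adjusted p = 0.957), Tnf one of 0.46 (standard error 0.53, adjusted p = 0.986) and S100a8 one of 0.75 (standard error 0.48, adjusted p = 0.955). Hmox1 had an interaction of 1.38 (standard error 0.50, adjusted p = 0.888), and Fos, an immediate early gene, one of -1.40 (standard error 0.50, adjusted p = 0.888). With each array left out in turn, the interaction ranged from 0.294 (without *Per2-/-* sham replicate 3) to 1.74 (without *Per2-/-* sham replicate 1) for Ccl3, from 0.0588 (without *Per2-/-* I30R60 replicate 1) to 0.875 (without *Per2-/-* I30R60 replicate 3) for Tnf, from 0.544 (without wildtype I30R60 replicate 3) to 1.15 (without wildtype I30R60 replicate 1) for S100a8, from 1.04 to 1.74 for Hmox1 and from -1.87 to -0.825 (without wildtype sham replicate 3) for Fos, and none passed the test. At the preset correlation camera called lists of genes. The interaction had a median of 0.25 for cytokines and NF-kB targets (camera adjusted p = 4.77e-05), 0.36 for neutrophil markers (0.000773) and 0.16 for IL-6 signalling (0.00139). With an estimated correlation these became adjusted p = 0.573, 0.479 and 0.479. After I30 camera called the interaction of the cytokine and IL-6 lists in the opposite direction, with medians of -0.22 and -0.30 (0.034 and 0.0288, and adjusted p = 0.771 and 0.621 with an estimated correlation). Each of these calls ended without any 1 of 6 arrays (adjusted p = 0.0939 to 0.393 and 0.0608 to 0.187). After I30R60 the immediate early list went the other way, with an interaction median of -0.28 (0.000473, and adjusted p = 0.581 with an estimated correlation). The genes of Table 3 had an interaction median of 0.67 (camera adjusted p = 3.41e-07, and adjusted p = 0.108 with an estimated correlation), as genes the study picked for this contrast. From the genes regulated in *Per2-/-* hearts only, their networks and the literature on them, the paper concludes that the reperfused *Per2-/-* heart has a severe pro-inflammatory phenotype. Without *Per2-/-* I30R60 replicate 1 the interaction of the cytokine list had an adjusted p of 0.0757, and without wildtype sham replicate 3 that of the immediate early list had 0.0569.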

**Table 3:** Inflammation under the control of Per2 during myocardial ischemia and reperfusion.

Inflammatory ‘Per2 genes’ I30R60	Fold change [Exp. Value]
Resistin-like molecule-beta	8.02
CCL3L1/CCL3L3	7.855
Metalloproteinase-8	5.05
Tumor Necrosis Factor	4.286
Immunoresponsive gene 1	4
Gadd45beta	3.9
S100A8/A9	3.919
IL1A interleukin 1, alpha	2.991
Interleukin 36, gamma	2.718
Triggering receptor expressed on myeloid cells 1	2.386
Toll-like receptor 2	2.212
Interleukin 17 receptor A	2.2
IL1R1 interleukin 1 receptor, type I	2.112

Shown are the top genes accounting for the identification of a dominant pro inflammatory program when analyzing genes that are only regulated in *Per2^−/−^* mice using 30 minutes of ischemia and 60 minutes of reperfusion. Given are the expression values (fold change) obtained by Ingenuity pathway analysis. I30R60  = 30 minutes of ischemia and 60 minutes of reperfusion.

### Reperfusion injury in *Per2^−/−^* is associated with increased inflammatory cytokines

After uncovering an unexpected role of Per2 in controlling inflammation during myocardial ischemia and reperfusion, we next performed a pattern recognition analysis (heat map of biological functions) of differentially regulated genes in *Per2^−/−^* and wildtype mice. As seen in **Figure** **6A**, heat map analysis revealed a very strong focus on pro-inflammatory pathways, indicated by the deep orange color. 

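Beside the cytokine lists, camera called those of the interferon response, glucocorticoid response and cardiac stress higher in the reperfused hearts of both genotypes. Of 19 interferon response genes, 5 rose and none fell in *Per2-/-* hearts, among them the chemokine Cxcl10 by a log2 value of 2.56 (standard error 0.36, adjusted p = 0.00019) and the transcription factor Irf1 by 1.88 (standard error 0.25, adjusted p = 7.49e-05). camera gave an adjusted p of 3.23e-08 for this list (adjusted p = 0.263 with an estimated correlation). Of 17 genes of the glucocorticoid response, 5 rose in *Per2-/-* hearts, among them Cebpd, a transcription factor of the acute phase, by 1.88 (standard error 0.17, adjusted p = 1.8e-06) and Fkbp5, a co-chaperone of the glucocorticoid receptor, by 2.03 (standard error 0.44, adjusted p = 0.00906) (camera adjusted p = 1.66e-06, and adjusted p = 0.291 with an estimated correlation). Of 12 cardiac stress genes, 6 rose in *Per2-/-* hearts, such as Xirp1, a protein of the intercalated disc, by 1.21 (standard error 0.13, adjusted p = 1.33e-05) (camera adjusted p = 1.46e-06, and adjusted p = 0.108 with an estimated correlation). In wildtype hearts Cxcl10, Irf1, Cebpd and Xirp1 were called as well, with 1.72, 1.16, 1.39 and 0.89, and Fkbp5 had a change of 1.07 (standard error 0.44, adjusted p = 0.271). There 3, 1 and 5 genes of these lists rose, with camera adjusted p values of 0.0445, 0.00108 and 4.55e-08 (adjusted p = 0.696, 0.508 and 0.0729 with an estimated correlation). The interferon call ended without wildtype sham replicate 2 or wildtype I30R60 replicate 1 or 3 (0.0788 to 0.358), that of Cxcl10 without wildtype sham replicate 2 or wildtype I30R60 replicate 3 (0.0505 to 0.0649) and that of Irf1 without wildtype sham replicate 1 or wildtype I30R60 replicate 3 (0.0648 to 0.0713). In *Per2-/-* hearts markers of monocytes and macrophages did not pass camera's test (adjusted p = 0.189), nor did those of lymphocytes (adjusted p = 0.226). The call of Fkbp5 ended without *Per2-/-* sham replicate 3 (adjusted p = 0.0581).

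**Figure D6:**
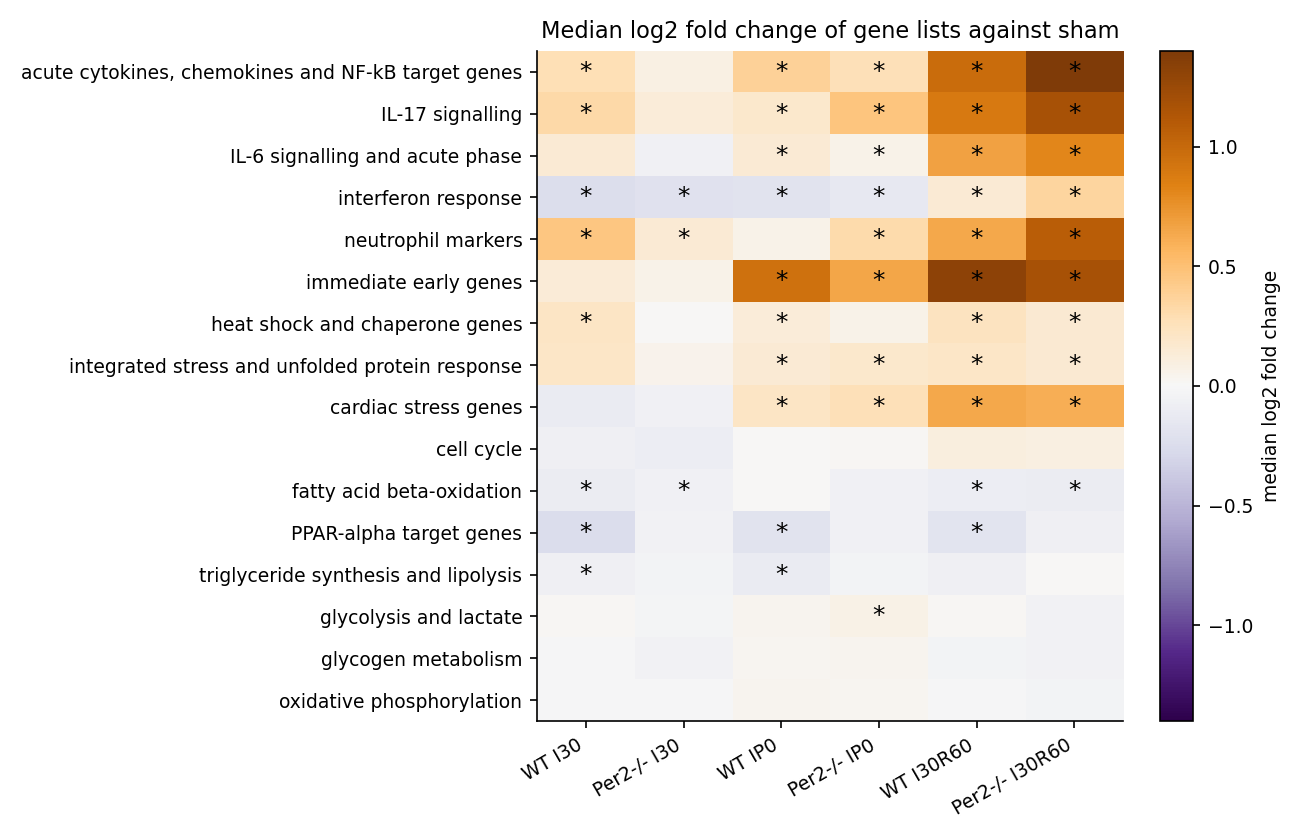
Median log2 fold change of 16 gene lists (rows) against the sham hearts of the same genotype for each treatment and genotype (columns). Orange is higher, purple is lower, and a star marks an adjusted p under 0.05 from camera at the preset correlation. The interferon list has medians of 0.15 in wildtype and 0.35 in *Per2-/-* hearts after I30R60.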

The intensity of the orange color indicates “activated” or “increased function or disease”. In contrast, the blue color reflects “inhibited” or “decreased function or disease.” These pro-inflammatory pathways in *Per2^−/−^*, as seen in **Figure** **6A**, consisted of biological functions such as ‘hematologic system development’, ‘immune cell trafficking’, ‘inflammatory response’, ‘cellular movement’ and ‘cell death and survival’. In contrast, heat map analysis from wildtype mice (**Figure** **6B** **)** revealed ‘small molecule biochemistry’, ‘cellular growth and proliferation’, ‘cellular development’, ‘lipid metabolism’, ‘cell to cell signaling and interaction’ and ‘cell death and survival’ as major biological functions. However, while the heat map in *Per2^−/−^* mice indicated a very strong activation of the inflammatory response (dark orange), we did not find a similar ‘hot spot’ in any of the biological functions associated with the wildtype mice (**Figure** **6B** **)**. 

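Reperfused hearts of both genotypes raised early response and chaperone genes. Of 32 immediate early genes, 26 rose and none fell in wildtype hearts, among them Fos by a log2 value of 3.51 (standard error 0.36, adjusted p = 6.18e-06) and Jun by 2.68 (standard error 0.18, adjusted p = 2.52e-08). In *Per2-/-* hearts 22 of them rose, with medians of 1.32 in wildtype and 1.18 in *Per2-/-* hearts. Both genotypes held this call with an estimated correlation (adjusted p = 0.0113 in wildtype and 0.0229 in *Per2-/-* hearts). Of 15 heat shock and chaperone genes, 6 rose in wildtype and 6 in *Per2-/-* hearts, with Hsph1 by 1.41 (standard error 0.28, adjusted p = 0.00729) and 1.15 (standard error 0.28, adjusted p = 0.0212) and Hspb1 by 0.90 (standard error 0.17, adjusted p = 0.00314) and 1.03 (standard error 0.17, adjusted p = 0.000648) (camera adjusted p = 8.13e-10 and 2.43e-06, and adjusted p = 0.263 and 0.414 with an estimated correlation). The call of Hsph1 in *Per2-/-* hearts ended without *Per2-/-* sham replicate 2 or 3 or *Per2-/-* I30R60 replicate 1 or 3 (0.0582 to 0.117). For lipid metabolism, Cpt1a fell by 0.56 (standard error 0.11, adjusted p = 0.00513) in wildtype hearts and by 0.52 (standard error 0.11, adjusted p = 0.0063) in *Per2-/-* hearts. Of 25 beta-oxidation genes, 2 fell in wildtype and 1 in *Per2-/-* hearts, and none rose (camera adjusted p = 0.000193 and 0.00612, and adjusted p = 0.325 and 0.503 with an estimated correlation). Pfkfb3 rose by 1.59 (standard error 0.24, adjusted p = 0.000526) in wildtype and 1.86 (standard error 0.24, adjusted p = 6.58e-05) in *Per2-/-* hearts, and Slc16a3, which exports lactate from cells, by 0.87 (standard error 0.16, adjusted p = 0.00297) and 0.91 (standard error 0.16, adjusted p = 0.00149). Ptgs2, the inducible cyclooxygenase of Table 2, rose by 2.05 (standard error 0.38, adjusted p = 0.00373) in wildtype and 1.65 (standard error 0.38, adjusted p = 0.0142) in *Per2-/-* hearts. The size of the *Per2-/-* rise depends on *Per2-/-* sham replicate 3. Ptgs2 had a log2 value of 5.62 there, against 7.54 and 7.62 in sham replicates 1 and 2 and 8.67, 8.44 and 8.63 after I30R60.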

Next, to confirm the data obtained from the array we studied cardiac cytokine levels during reperfusion after 60 minutes of ischemia in *Per2^−/−^* and wildtype mice. As seen in **Figure** **6C and D**, IL-6 and TNF-α levels increased during 60 minutes of reperfusion in wildtype and *Per2^−/−^* animals. While IL-6 was only significantly higher in *Per2^−/−^* mice at 60 minutes of reperfusion (63.5 pg/mg (SD8.4) vs. 90.24 pg/mg (SD16.17) in wildtype or *Per2^−/−^*, respectively, *P*<0.001, n = 3), TNF-α levels were significantly higher in *Per2^−/−^* at 5 and 60 minutes of reperfusion (wildtype I60/R5: 6.8 ng/mg (SD2.1) vs. *Per2^−/−^*: I60/R5, 23.6 ng/mg (SD4.5), *P*<0.001, wildtype I60/R60: 21.7 ng/mg (SD5.8) vs. *Per2^−/−^*: 47.1 ng/mg (SD6.8), *P*>0.001, n = 3). Taken together, these data suggest a strong anti-inflammatory role of Per2 during myocardial ischemia and reperfusion.

**Figure 6:**
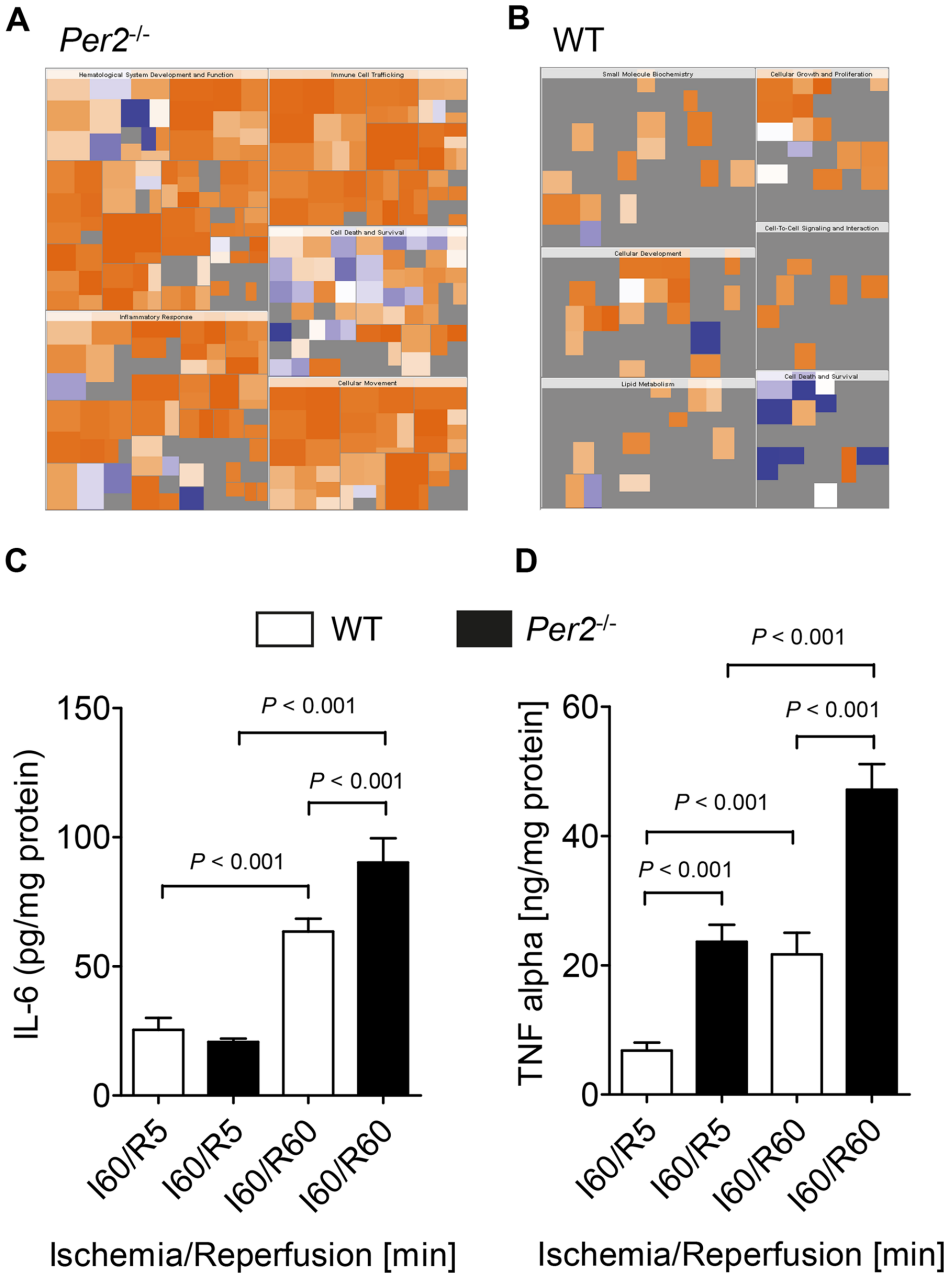
Initiation of a pro- inflammatory program in *Per2* *^−^* ^*/−*^ mice during ischemia and reperfusion. (**A,B**) Pattern recognition analysis (heat map of biological functions) from genes only regulated in *Per2^−/−^* (**A**) or WT (**B**) mice after 30 minutes of ischemia and 60 minutes of reperfusion. (**C, D**) Wildtype or *Per2^−/−^* mice were exposed to 60 minutes of ischemia and 5 (I60/R5) or 60 (I60/R60) minutes of reperfusion. The area at risk was excised and analyzed for IL-6 (**C**) or TNF-α (**D**) cardiac tissue concentration; n = 3 mice in all groups.

## Discussion

The question addressed in this study was to understand the contribution of Per2 to cardiac metabolism during myocardial ischemia and reperfusion. The main finding of our study is that Per2 activation during ischemia regulates fatty acid beta-oxidation during ischemia and inflammation during reperfusion.

Studies on cardiac lactate production during myocardial ischemia confirm a non-redundant role of Per1 and Per2 for cardiac metabolism, where lactate production is linked to Per2 but not Per1. Following detailed microarray analysis, we identified protein phosphatase 1 (PP1) as putative Per2 target gene, which is in line with earlier findings on a role of Per2 for regulating cardiac glycogen levels. In contrast, top canonical pathway analysis showed Per2 as important control point in fatty acid beta-oxidation and suggests enoyl-CoA hydratase as an extremely robust Per2 target gene in the heart. Nuclear magnetic resonance studies further confirmed a regulatory role for Per2 in cardiac fatty acid metabolism during myocardial ischemia. Finally, studies during reperfusion after 60 minutes of myocardial ischemia found a strong, so far unknown, anti-inflammatory role for cardiac Per2.

Fifteen-20 seconds after the occlusion of coronary vessels, anaerobic glycolysis supervenes as the only significant source of new high-energy phosphate. This is sufficient to meet at least the most basic energy demand of cardiomyocytes, however within 60 to 90 minutes of ischemia the affected area of the heart develops contracture-rigor [46]. If anaerobic glycolysis is inhibited, in less than five minutes, the reserve supplies of energy phosphates are depleted totally and the heart undergoes contracture-rigor [46]. These ‘simple’ experiments support our recent findings where *Per2^−/−^* are incapable of lactate production during myocardial ischemia and therefore have larger infarct sizes. In addition, findings on Per2 as an exclusive regulator of anaerobic glycolysis or lactate production when compared to Per1, indicate an important role in controlling cardiac metabolism under these pathologic conditions.

In contrast, it is well known that anaerobic glycolysis or lactate production is under the control of hypoxia inducible factor 1 (Hif1α[47]. Indeed, recent studies in *Per2^−/−^* mice found not only a lack of lactate production during ischemia, but also a deficiency in Hif1α dependent regulation of glycolytic enzymes. Moreover, co-immunoprecipitation studies confirmed a co-localization of both Per2 and Hif1α in the nucleus during myocardial ischemia [25]. Although Per2 cannot bind to DNA itself, it has been shown that Per2 is able to act as co- regulator of transcription [48]. The findings from our microarray analysis in the current study support this concept: microarray analysis from ischemic hearts without reperfusion revealed almost no regulation of transcripts in *Per2^−/−^*. This suggests that Per2 is particularly important in controlling transcription under pathologic conditions such as myocardial ischemia.

Glucose and glycogen metabolism are interlinked. Under conditions of total global ischemia, glycogen is the only substrate for glycolytic flux. As such, glycogen regulation is a critical mechanism for the heart during myocardial ischemia and reperfusion. *Per2^−/−^* mice show a severe depletion of glycogen content during ischemia and are not able to recover glycogen storages during reperfusion [25]. The findings on Per2 dependent regulation of PP1, an important regulator of glycogen metabolism, support these findings. Earlier studies have elegantly pointed out that activation of glycogen synthesis is associated with an increase in PP1 activity [49]. Interestingly another study on hypoxic preconditioning of isolated hearts, as model for cardioprotection, found PP1 as a mediator of a PKC-independent protection on ischemic-reperfused cardiomyocytes [50]. This is in line with our findings on ischemic preconditioning (IP) of in situ perfused hearts that show the up regulation of PP1 in wildtype mice only. In fact, earlier studies demonstrated that *Per2^−/−^* are not protected by IP [25].

The circadian control of cardiac lipid metabolism has been pointed out by elegant studies from a group led by Young et al. For example, heart specific Clock mutant mice directly regulate myocardial triglyceride metabolism [22]. Moreover, gene expression studies suggested that the cardiomyocyte circadian clock influences myocardial contractile function, metabolism, and gene expression [51]. A recent study, using mice with an adipocyte-specific deletion of Bmal1, a gene encoding a core molecular clock component, found obesity and reduced numbers of polyunsaturated fatty acids in adipocyte triglycerides [23]. Another study using Per2-deficient mice, found altered lipid metabolism with drastic reduction of total triacylglycerol and non-esterified fatty acids. In contrast, we found recently an important role of Per2 for carbohydrate metabolism during myocardial ischemia [25]. However, as glycolysis and lipid metabolism are interlinked and peripheral ‘clocks’ seem to be dominant regulators of lipid metabolism in general, it is compelling that Per2 might play a similar role in the heart. This concept is strongly supported by our microarray analysis looking at differentially regulated genes between wildtype and *Per2^−/−^*. Here we found lipid metabolism as the top canonical pathway during ischemia or IP without reperfusion. Moreover, in all conditions analyzed (24 arrays), enoyl-CoA hydratase was only regulated in wildtype animals. This robust phenotype stresses the importance of circadian rhythm proteins in regulating fatty acids in general and uncovers a novel role for Per2 in cardiac fatty acid beta-oxidation. Whether Clock and Per2 have similar roles, are interacting or have different functions will require future studies.

Recent findings strongly suggest an important role of the circadian clock in innate and adaptive immunity [52]–[54]. For example, one study found a role for Clock in controlling Toll-like receptor-9 mediated inflammation (49). Interestingly, several studies have already shown the importance of toll like receptors and innate immunity for myocardial ischemia and reperfusion [55]–[57]. Other studies have reported a link between the circadian clock and TNF-α [58]. However, to our knowledge, a circadian control of inflammation in the heart during myocardial ischemia and reperfusion has not been described. In the current study, our microarray screen found the activation of a very strong pro-inflammatory program during myocardial ischemia and reperfusion in *Per2^−/−^* mice. Studies on TNF-α and IL-6 during reperfusion confirmed these findings. As *Per2^−/−^* have bigger infarct sizes than wildtype mice [25], more invading inflammatory cells into a more severely damaged myocardium could possibly explain higher cytokine levels in *Per2^−/−^* mice. However, recent published studies on myocardial ischemia in wildype and *Per2^−/−^* mice showed significant infarct sizes in both mice [25]. Therefore, the finding of a very distinct pro-inflammatory gene pattern, upregulated in *Per2^−/−^* mice only, cannot fully be explained by larger infarct sizes in *Per2^−/−^*. In fact, complete lack of these transcripts in wildtype mice indicate that Per2 is a necessary suppressor. However, if the anti-inflammatory function of Per2 is mediated by its function in the vasculature [59], myocytes or the invading inflammatory cells [60] will require future studies using conditional knockout mouse models.

In general, these data in conjunction with findings on metabolism are in favor of the idea that metabolism and inflammation are connected and that inflammation can be a consequence of pathologic metabolism [61]. In fact, disruption of circadian protein pathways has been shown to lead to a phenotype in mice that resembles the metabolic syndrome found in human subjects [12], [15], [16], [62]. Interestingly, patients who have a metabolic syndrome and have higher inflammatory markers are at greater risk to develop cardiovascular disease [63]. Therefore, understanding the systems linking circadian rhythmicity to cardiac cell-metabolism and cardiac cell-inflammation could prove useful insights into ischemic heart disease.

In summary, performing a high throughput gene array screen in hearts from *Per2^−/−^* in conjunction with analysis of metabolism and inflammation unveil a novel role for Per2 in fatty acid beta-oxidation and inflammation during myocardial ischemia and reperfusion, respectively. If confirmed by future studies in animals or human subjects, this could lead to the discovery of new therapeutic concepts in myocardial ischemia.

How the deposited data were processed for this re-analysis (not part of the article)

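The 24 arrays are Affymetrix Mouse Gene 1.1 ST arrays of left ventricular RNA from male mice of 2 genotypes and 4 treatments, with 3 mice in each of 8 groups and 1 mouse per array. The deposited values are log2 intensities of probe sets, which the authors made by importing CEL files into Partek Genomics Suite 6.6 and normalizing them by RMA. They carry no detection calls. The median over all values was 4.44, and no array was left out.

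The pairing of probe sets and genes given with the data was used as it is. Of the probe sets, 21218 are paired with 1 gene symbol and were used, and 1881 paired with several symbols and 12456 not listed were left out of the tests of genes. For 1386 genes with more than 1 probe set, the one with the highest mean over the 24 arrays was used, which left 18820 genes. Genes that only probe sets with several symbols measure are not named.

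Groups were compared with limma 3.58.1 in R 4.3.3: a linear model with a mean per group over all 24 arrays, 16 residual degrees of freedom, moderated variances with default options, and Benjamini-Hochberg adjustment over all genes in each comparison. The comparisons were each treatment against the sham hearts of its genotype, the interaction of genotype and each treatment, and *Per2-/-* against wildtype sham hearts. The comparisons with sham share 1 sham group for each genotype, so that they are not independent of each other. Genotypes were also compared within each treatment. The replicate numbers in the labels were not taken as pairs: deviations from the group means correlated by 0.0203 on average between arrays of the same number and -0.0101 between others, and 1 of 28 pairs of groups had every same-number correlation over 0.1, though 19 of the 24 arrays correlated best with one of the same number. A change was called at an adjusted p under 0.05. For the categories of Table 1 a change of at least 2-fold was also asked for. The paper's methods name tests and a p under 0.05 for its data in general, and state neither the test nor a fold threshold for the lists of Table 1.

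Lists of genes, 38 in all, were written before the data were examined, from general knowledge of metabolism, stress, inflammation and cell types, and 4 of them are the genes of the study's tables. They were tested with camera in limma at a preset correlation of 0.01 between genes, adjusted over the 380 tests of lists and comparisons, and again with camera's own estimate of the correlation and with fry. Principal components were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 on all probe sets, and figures were drawn with matplotlib 3.10.9. Shares of variance were tested by permuting labels 100000 times, and comparisons of 3 arrays with 3 by all 10 splits.

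The genes named in the text were chosen by a rule written before the data were examined, apart from those marked as picked out later. The rule took the genes the study names for the arrays and up to 4 members of each list that the text describes. In each treatment comparison it took the 10 genes with the largest rise and the 5 with the largest fall. These came from the called genes whose 3 treated arrays all lie on 1 side of the 3 sham arrays. For interactions and for the sham hearts it took the 5 largest in each direction. Nnt, Plk2, Plk3 and Ccnl1 were picked out after their values were seen, as was Pate11 where it is given as an exception. The values of the study's tables count as seen.

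The tests were tried on simulated data with the spread of these arrays. Among changes against sham hearts, limma recovered 40%, 84%, 96% and 100% at 1.5-fold, 2-fold, 3-fold and 4-fold, with 12 of the unchanged genes called. Among interactions it recovered 16%, 64%, 92% and 100%, with 5 unchanged genes called. The median SD within groups was 0.172 and the median standard error of a comparison 0.137.

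Alternatives covered the arrays in the model, the options of limma, array weights, scaling, the genes kept, the choice of probe set, a block for replicate number (with statmod 1.5.0), the test named in the methods, the thresholds and each array left out in turn. The arrays with high Myl7 were left out in an alternative added after the data were seen. Pathway analysis with Ingenuity software was not repeated, and the lactate, lipid and protein measurements of the paper are not analysed here.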

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

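Most of the tests of explanations in this part were chosen after the result was seen: those on single sham arrays, on atrial tissue, on feeding, on the chromosome of Per2 and on other splits of the arrays. The test of atrial tissue took the place of a comparison with 1 sham array, and its bounds were set after its values had been looked at. The tests of normalization and of lung tissue were set earlier.

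PPAR-alpha target genes drew attention because the genotypes differed in their response to I30 and because the sham hearts already differed, with a mean interaction over the list of 0.465 (log2) and a mean difference between *Per2-/-* and wildtype sham hearts of -0.396. For the fall in wildtype I30 hearts, scaling of the arrays as the whole source is argued against, since the list's change lay at a median of -0.261 from the genes nearest in brightness, and 16 of the 17 genes lay below them, and a single wildtype sham array is argued against by a median of -0.218 or lower when each was left out. Atrial tissue in wildtype sham samples as the whole source is argued against, since within the 3 groups that hold arrays with and without high Myl7 those with it differed over the list by a median of -0.0437 (quartiles -0.0865 and 0.0212), and by 0.058 within the wildtype sham group, where a rise as large as the fall is needed. Feeding of the wildtype sham mice and an effect of genotype on the sham hearts cannot be told apart from these arrays, where the list's median differed by -0.337 between the sham groups, because each sham group is 1 set of 3 mice. Time of day was the same for all mice by the paper's methods, and was not tested here. The clock gene Arntl had log2 values of 6.65, 6.12 and 6.29 in wildtype sham hearts and of 7.32, 6.03 and 5.18 in wildtype I30R60 hearts. In wildtype I30 hearts Arntl had values of 5.976, 6.271 and 7.115, which also overlapped those of sham hearts. In wildtype IP0 hearts it had 7.611, 7.495 and 7.607, each above every wildtype sham heart. After I30 the list of PPAR-alpha target genes had a median difference of 0.0852 between *Per2-/-* and wildtype hearts.

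Lung epithelial markers drew attention because lung was not studied and because the genotypes differed. The 20 markers, of which 3 lie above the median intensity in wildtype sham hearts and 1, Sftpc, is in the study's tables, had a mean log2 change of 0.595 in wildtype I30 hearts and a mean interaction of -0.587. Normalization of dim genes as the source is argued against, since 8 of the 20 markers rose more than the 95th percentile of the 200 genes nearest in brightness, while the dimmest genes of all had a median change of 0.154. Of the 19 other markers, 10 had their highest value in wildtype I30 replicate 1, the array highest in Sftpc, so that a trace of lung tissue may be the source there. In replicates 2 and 3 Sftpc had log2 values of 5.50 and 4.22, but it was 4.09 in *Per2-/-* sham replicate 2, which had no ischemia, and Scgb1a1 was 3.76 and 3.90 in *Per2-/-* sham replicates 1 and 2 against 2.60 in wildtype sham hearts, values that enter the interaction, and 4.82 in *Per2-/-* I30 replicate 1 against 4.45 in wildtype I30 replicate 3, and a response of the heart itself stays open, as untested.

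Differences between the sham hearts of the genotypes drew attention because the paper does not report them. There were 50 such genes. Of them 26% lie on the chromosome that carries Per2, against 5.65% of all genes tested (exact binomial p = 2.9e-06), so that neighbours of Per2 carried along with the targeted allele may be a source of those 13. The other 37 lie on other chromosomes and so cannot be such neighbours, which follows from the split itself and is not the result of a test. An effect of Per2 itself on the 37 genes stays open, as untested, and so does any other difference between the mouse lines. For the arrays, the paper's methods name C57BL6 and *Per2-/-* mice and do not call them littermates.

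The list counts drew attention because the genotypes differed in their response: 11 lists had an interaction after I30, 9 after IP0 and 11 after I30R60. When genotype labels were permuted within the sham and the treated arrays, 32, 30 and 35 of 100 splits called as many lists, with a highest count in the other splits of 16, 16 and 15, so that chance is not excluded for any of the 3 counts. None of these lists was called with an estimated correlation between genes. The immediate early genes had a mean interaction of -0.338 after IP0 and the genes of Table 3, which the study picked, one of 0.62 after I30R60.

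Myl7 drew attention because an array stood far from the others. Its highest log2 value was 11.21, in *Per2-/-* sham replicate 3, and 4 arrays lay more than 1 log2 unit above the median of all 24. Neutrophil markers drew attention because the paper did not analyse them as a class. They had a mean log2 change of 1.16 in *Per2-/-* I30R60 hearts, and of the 21 markers 4 are also on other lists, 4 are in the study's tables and 4 lie above the median intensity in wildtype sham hearts. No explanation was tested for either.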

How the results depend on the processing

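The alternatives were chosen before the data were examined, except the fit without the 4 arrays with high Myl7, which was chosen after seeing the data. The mean of 3 lists that camera called changed sign: IL-17 signalling in the interaction after I30R60 (0.2, and -0.0272 without *Per2-/-* sham replicate 3 to 0.331 with an array left out), mesothelial markers between the sham hearts (0.285, and -0.0202 without the same array to 0.514) and lung epithelial markers in wildtype I30 hearts (0.595, and -0.035 over genes above the median intensity). No other result changed sign under the alternatives run for it. For lists these were the estimated correlation, fry, genes above the median intensity, the block for replicate number, the study's genes left out and each array left out in turn. Lists were not run with other scalings, array weights, the trend and robust options, only the arrays compared or without the arrays with high Myl7. Averaging a gene's probe sets and centring each array on its median left every count within 1.5 times its value, and every alternative run for them did so for the shares of variance of genotype, treatment, interaction and the principal components. Where a count moved, the cause was not tested unless given.

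Counts of changed genes are given in the order I30, IP0 and I30R60. In wildtype hearts they were 449, 160 and 464. A fit of only the arrays compared, which has fewer samples to estimate the spread, gave 9, 31 and 191. The methods' t-test with adjusted p values gave 0, 1 and 2 (3688, 2282 and 2525 at an unadjusted p under 0.05 in limma). A 2-fold threshold left 27, 38 and 135. Without the arrays with high Myl7, which leaves 1 wildtype sham array that is assumed to vary like the other groups, the counts were 3, 45 and 129. For I30, quantile normalization gave 104 and a fit of all probe sets, which adjusts over more tests, 257. For IP0, the trend and robust options of limma gave 302, array weights 339 and genes above the median intensity alone 317.

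In *Per2-/-* hearts the counts were 0, 30 and 901. At an unadjusted p under 0.05 they were 1343, 1549 and 3352. Only the arrays compared gave 1 after IP0 and 310 after I30R60, the methods' t-test 0 and 3, a 2-fold threshold 13 and 202, and the fit without the arrays with high Myl7 8 and 470. For IP0, the trend and robust options gave 51 and array weights 49. The 50 genes that differed between the sham hearts became 13 with only the arrays compared, 0 by the methods' t-test (1388 at an unadjusted p under 0.05 in limma), 16 at 2-fold, 100 with array weights and 14 without the arrays with high Myl7.

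For the interaction, limma called 0 genes after each treatment (1336, 905 and 1034 at an unadjusted p under 0.05), and the ordinary linear model called none. After I30 it called 1 with the trend and robust options, with quantile normalization, with genes above the median intensity and with all probe sets, and 3 with array weights. Without the arrays with high Myl7 it called 1 after each treatment.

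With each array left out in turn, the wildtype counts ranged from 38 (without sham replicate 1) to 382 after I30, from 57 to 88 after IP0 and from 256 (without I30R60 replicate 1) to 496 after I30R60. The *Per2-/-* counts ranged from 0 to 2, from 10 to 26 and from 475 (without I30R60 replicate 1) to 758. The sham difference ranged from 17 (without *Per2-/-* sham replicate 2) to 51, and the interaction after I30 from 0 to 6 (without wildtype I30 replicate 3).

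Table 1 categories are genes called in wildtype hearts only, in both genotypes and in *Per2-/-* hearts only. For I30 they were 27, 0 and 0, for IP0 28, 10 and 3, and for I30R60 26, 109 and 93. With no fold threshold the wildtype category of I30 was 449, IP0 gave 142, 18 and 12, and I30R60 gave 164, 300 and 601. At 1.5-fold they were 182 for I30, 79, 16 and 7 for IP0, and 88, 217 and 276 for I30R60. At an unadjusted p and 2-fold, I30 gave 4 in both and 4 in *Per2-/-* only, and IP0 26 and 12. The methods' t-test at an unadjusted p and 2-fold gave 3 and 2 for I30 and 16 and 9 for IP0. The same t-test with adjusted p values gave 0 for I30 wildtype only, 1, 0 and 0 for IP0 and 1, 0 and 3 for I30R60. Only the arrays compared gave 6 for I30 wildtype only and 18, 1 and 0 for IP0. All probe sets gave 5 for IP0 *Per2-/-* only and 57 for I30R60 wildtype only.

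With each array left out, I30 wildtype only ranged from 14 to 42, and both and *Per2-/-* only from 0 to 1. IP0 ranged from 15 to 41, from 5 to 10 and from 1 to 4, I30R60 wildtype only from 22 to 41 and *Per2-/-* only from 59 to 128.

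Of 380 list tests camera called 132, and 21 with an estimated correlation. Another list test, fry, called 60.

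Scaling moved the share of higher genes among the calls. Quantile normalization and centring gave 60% and 61% for wildtype I30 (50.3% in the reported fit), and centring gave 83% for wildtype IP0 (61.2%). For *Per2-/-* I30R60 centring gave 72% (58.2%), and for *Per2-/-* IP0 92% (73.3%). The scalings moved the median change of all genes by at most 0.0707.

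A block for replicate number, as in a paired design, left 20 of 20 counts, 131 of 132 list results and 214 of 232 gene results on their side of the threshold. The 18 gene results and 1 list result that became weaker with it are not marked where they are given.

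Gene by gene, the 232 named results kept their direction throughout. The number that stayed on their side of the threshold was 229 with array weights, 222 with the trend and robust options, 218 with centring, 213 with quantile normalization, 178 with all probe sets, 113 with only the arrays compared, 116 without the arrays with high Myl7 and 9 by the methods' t-test, and 128 stayed there with every array left out in turn. The number of arrays, 3 in each group, limits the precision of these counts. All of the alternatives were run, though not each on every kind of result.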

Differences from the paper's values

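Of the 22 fold values of Table 2, 21 lie within the replicate SD of the values computed here, as do 12 of the 13 of Table 3.

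For Hspa8 after IP0 in wildtype hearts the paper's fold is 2.552 and the fold here is 1.112. None of the 16 alternatives set before the data were examined brings them together. Probe sets paired with Hspa8 together with small nucleolar RNA genes, looked up after seeing the values, gave 2.552.

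For resistin-like molecule beta after I30R60 in *Per2-/-* hearts the paper's fold is 8.02 and that of Retnlb here is 1.11, and none of 15 alternatives brings them together. The probe set of Retnlg, another resistin-like gene, had a fold of 8.021, looked up after seeing the values.

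The paper states a p under 0.05 for its data in general and no fold threshold or test for Table 1, and the counts here use an adjusted p under 0.05 and a 2-fold change. For IP0 the paper lists 5 genes regulated in both genotypes, and 10 were called here. Of 26 alternatives, 4 come within 1.5 times the paper's count: without *Per2-/-* sham replicate 3 (5), and without *Per2-/-* IP0 replicate 1 (6), 2 (5) or 3 (7). The 22 others, among them the other fold and p thresholds, the other scalings and the methods' t-test, do not.

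For I30R60 the paper lists 52 genes regulated in wildtype hearts only, and 26 were called here. Of 26 alternatives, 6 come within 1.5 times: all probe sets (57), only the arrays compared (36), without *Per2-/-* sham replicate 3 (40), without *Per2-/-* I30R60 replicate 1 (41) or 3 (35) and without wildtype I30R60 replicate 2 (40). The 20 others do not.

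The paper describes the wildtype-only genes after I30R60 as mainly cell cycle or metabolic genes. Of the 26 here, 5 (Ccn2, Ehhadh, Nr4a1, Nr4a2 and Nts) are among the genes that Table 2 gives for I30R60, 1 (Ehhadh) is on the lists of metabolism used here, 6 are immediate early genes and 0 are on the cell cycle list. Plk2, Plk3 and Ccnl1, polo-like kinases and a cyclin that are not on that list, are among the 26, with log2 changes of 1.34, 1.30 and 1.02 (picked out after their values were seen). Of the 22 measured cell cycle genes limma called 0 in wildtype hearts (4 at an unadjusted p under 0.05, and 0 by the methods' t-test).

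Table 3 gives genes as regulated in *Per2-/-* hearts only. Of its 14 genes, 13 were called in *Per2-/-* and 6 in wildtype hearts with no fold threshold. At 2-fold, 9 were called in *Per2-/-* hearts only, among them Ccl3, S100a8 and Tlr2, and 4 in both, Mmp8, Tnf, Acod1 and Gadd45b, with wildtype log2 changes of 1.75, 1.58, 1.30 and 1.17. Il17ra and Il1r1 rose in wildtype hearts by less than 2-fold, with 1.00 (adjusted p = 0.0104) and 0.68 (adjusted p = 0.00937), calls that ended without wildtype sham replicate 1 or wildtype I30R60 replicate 1 (both genes) or wildtype sham replicate 3 (Il1r1). The wildtype calls of Mmp8, Tnf, Acod1 and Gadd45b all ended with all probe sets, by the methods' t-test with adjusted p values and without wildtype sham replicate 1 or 3 or wildtype I30R60 replicate 1. Only the arrays compared ended those of Mmp8, Tnf and Acod1, leaving out wildtype I30R60 replicate 3 those of Tnf, Acod1 and Gadd45b, quantile normalization, leaving out wildtype sham replicate 2 and the fit without the arrays with high Myl7, which was chosen after seeing the values, those of Mmp8 and Acod1, and the trend and robust options that of Gadd45b.

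The paper finds no outlier in the distributions of the arrays. Here the interquartile range of log2 values was 3.76 to 3.87 in wildtype I30 arrays, 3.85 to 3.98 in *Per2-/-* I30 arrays and 3.96 to 4.11 in the others. Myl7 differed between arrays of the same group, with log2 values of 11.21 in *Per2-/-* sham replicate 3 and no higher than 3.73 in 20 of the 24 arrays.

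The paper finds the same pathways and top genes after IP0 as after I30 in wildtype hearts. Here Ppp1r3c and Ehhadh were called after both, and PPAR-alpha target genes were called by camera after both (mean -0.47 and -0.33, and adjusted p = 0.087 and 0.303 with an estimated correlation). For the fatty acid beta-oxidation list camera gave an adjusted p of 0.000229 after I30 and 0.77 after IP0 (0.329 and 0.949 with an estimated correlation). I30 and IP0 were not tested against each other.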

Other observations

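Some genes of the circadian clock rose in reperfused hearts of both genotypes, and most of those measured were not called. Nfil3, a repressor that binds D-box elements, rose by a log2 value of 1.79 (standard error 0.24, adjusted p = 0.000118) in wildtype and 1.31 (standard error 0.24, adjusted p = 0.00219) in *Per2-/-* hearts, and Bhlhe40, a repressor of the clock, by 1.25 (standard error 0.17, adjusted p = 0.000137) and 1.16 (standard error 0.17, adjusted p = 0.000226). Cry1 rose by 0.87 (standard error 0.16, adjusted p = 0.00233) in *Per2-/-* hearts and had a change of 0.60 (standard error 0.16, adjusted p = 0.0519) in wildtype hearts. Of 16 clock genes, 2 rose in wildtype and 4 in *Per2-/-* hearts (5 and 4 when adjusted over the list alone), with camera adjusted p values of 0.00016 and 0.000455 (0.0243 and 0.0318 with an estimated correlation). Per1 had changes of 0.40 (standard error 0.12, adjusted p = 0.0813) and 0.15 (standard error 0.12, adjusted p = 0.565), and Clock of -0.16 (standard error 0.10, adjusted p = 0.52) and -0.28 (standard error 0.10, adjusted p = 0.124). In *Per2-/-* hearts Arntl had log2 values of 6.338, 6.335 and 5.246 in sham and 5.717, 5.088 and 5.116 after I30R60. Npas2 had values of 6.063, 5.558 and 5.371, and of 5.261, 5.059 and 5.237. Neither rose there, and in wildtype hearts the values of both overlapped between sham and I30R60.

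Of 15 genes of the integrated stress response, 3 rose in wildtype and 5 in *Per2-/-* hearts after I30R60, and 2 and 2 after IP0. Ppp1r15a rose by 1.51 (standard error 0.16, adjusted p = 8.28e-06) in wildtype and 1.40 (standard error 0.16, adjusted p = 1.69e-05) in *Per2-/-* hearts after I30R60. This list held with an estimated correlation after I30R60 (adjusted p = 0.0276 and 0.0318) and not after IP0 (adjusted p = 0.065 and 0.0503). Hypoxia-inducible factor targets were called by camera after IP0 and I30R60 in wildtype hearts (adjusted p = 0.000816 and 0.00194; 0.307 and 0.352 with an estimated correlation) and after I30R60 in *Per2-/-* hearts (0.0174; 0.49), where the call ended without *Per2-/-* sham replicate 3 (0.366) or *Per2-/-* I30R60 replicate 3 (0.103). Hif1a had log2 changes of -0.07, 0.01 and 0.29 in wildtype hearts after I30, IP0 and I30R60.

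Markers of other cells moved as well. Beside the lists given with values below, camera called endothelial and smooth muscle markers lower in wildtype I30 hearts. It also called monocyte and macrophage markers lower in IP0 hearts of both genotypes and erythroid markers higher in *Per2-/-* I30 hearts. Each of these calls ended with some single array left out, as for endothelial markers without wildtype sham replicate 1 (camera adjusted p = 0.103). With an estimated correlation, none of the 14 list calls in wildtype I30 hearts held, and none of the 9 in *Per2-/-* I30 hearts. After IP0, 2 of 18 list calls held with it in wildtype hearts and 2 of 16 in *Per2-/-* hearts. In *Per2-/-* hearts the fibroblast and matrix markers had medians of -0.18 after I30 and -0.23 after IP0 (camera adjusted p = 6.89e-05 and 4.69e-05; 0.325 and 0.309 with an estimated correlation). Without *Per2-/-* sham replicate 3, the array highest in Myl7, these adjusted p values were 0.194 and 0.0941. Mesothelial markers had medians of -0.52 and -0.56 (0.00164 and 0.00145), with 0.307 and 0.305 with an estimated correlation, and 0.225 and 0.19 without that array. Monocyte and macrophage markers had a median of -0.21 in *Per2-/-* I30 hearts (0.000549; 0.479 with an estimated correlation). Platelet markers had medians of 0.33 in wildtype I30 and 0.22 in *Per2-/-* I30R60 hearts (0.0115 and 0.0117; 0.087 and 0.087). Smooth muscle and pericyte markers had a median of -0.29 in wildtype IP0 hearts (0.000348; 0.354). Ventricular and general cardiomyocyte markers were called by camera in none of the 10 comparisons, nor were oxidative phosphorylation genes, where camera gave 0.616 in wildtype I30 hearts with 0 genes at an unadjusted p under 0.05.

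The tests of other splits of the arrays were chosen after the results were seen. In the comparisons with sham hearts and between the sham groups, 3 arrays against 3 give 10 splits, too few for a share under 0.05. The number of splits with as many genes called was 1 after I30 in wildtype hearts (449 genes, highest other 0), 1 after IP0 (160, 0) and 1 after I30R60 (464, 0). In *Per2-/-* hearts it was 10 (0, which every split reaches, highest other 1), 1 (30, 0) and 1 (901, 1), and between the sham groups 1 (50, 5). For lists called it was 1 (14, highest other 13), 2 (18, 19) and 2 (18, 19) in wildtype hearts, 5 (9, 14), 2 (16, 18) and 3 (18, 19) in *Per2-/-* hearts and 8 (8, 14) between the sham groups. camera at the preset correlation thus called about as many lists in some other splits as in the real one.

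For the interactions, 100 of 200 possible splits of the genotype labels were drawn. The real number of genes called was 0 after each treatment, which every split reaches (100 of 100 each time), so that this test says nothing about it, with a highest count in the other splits of 219 genes after I30, 98 after IP0 and 127 after I30R60. A split that calls so many genes points to a structure of the samples, and here it is genotype: each of these 3 splits exchanged the genotypes of all 6 treated arrays and of 0 sham arrays, so that the interaction adds up the genotype differences of the sham and the treated hearts. For the categories of Table 1, 5 splits gave as many wildtype-only genes after I30 (27, highest other 31), 17 after IP0 (28, 60) and 82 after I30R60 (26, 195). For *Per2-/-*-only genes the numbers were 100 after I30 (0, 28), where the outcome was fixed in the same way, 74 after IP0 (3, 37) and 14 after I30R60 (93, 174). Chance is not excluded for the 5 counts above 0.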
